# Genome-wide analysis of the transcriptional response to porcine reproductive and respiratory syndrome virus infection at the maternal/fetal interface and in the fetus

**DOI:** 10.1186/s12864-016-2720-4

**Published:** 2016-05-20

**Authors:** Jamie M. Wilkinson, Hua Bao, Andrea Ladinig, Linjun Hong, Paul Stothard, Joan K. Lunney, Graham S. Plastow, John C. S. Harding

**Keywords:** RNA-sequencing, Transcriptome, Pig, Fetus, PRRSV, Gene

## Abstract

**Background:**

Porcine Reproductive and Respiratory Syndrome Virus (PRRSV) infection of pregnant pigs can result in congenital infection and ultimately fetal death. Little is known about immune responses to infection at the maternal-fetal interface and in the fetus itself, or the molecular events behind virus transmission and disease progression in the fetus. To investigate these processes, RNA-sequencing of two sites, uterine endothelium with adherent placental tissue and fetal thymus, was performed 21 days post-challenge on four groups of fetuses selected from a large PRRSV challenge experiment of pregnant gilts: control (CON), uninfected (UNINF), infected (INF), and meconium-stained (MEC) (n = 12/group). Transcriptional analyses consisted of multiple contrasts between groups using two approaches: differential gene expression analysis and weighted gene co-expression network analysis (WGCNA). Biological functions, pathways, and regulators enriched for differentially expressed genes or module members were identified through functional annotation analyses. Expression data were validated by reverse transcription quantitative polymerase chain reaction (RTqPCR) carried out for 16 genes of interest.

**Results:**

The immune response to infection in endometrium was mainly adaptive in nature, with the most upregulated genes functioning in either humoral or cell-mediated immunity. In contrast, the expression profile of infected fetal thymus revealed a predominantly innate immune response to infection, featuring the upregulation of genes regulated by type I interferon and pro-inflammatory cytokines. Fetal infection was associated with an increase in viral load coupled with a reduction in T cell signaling in the endometrium that could be due to PRRSV-controlled apoptosis of uninfected bystander cells. There was also evidence for a reduction in TWIST1 activity, a transcription factor involved in placental implantation and maturation, which could facilitate virus transmission or fetal pathology through dysregulation of placental function. Finally, results suggested that events within the fetus could also drive fetal pathology. Thymus samples of meconium-stained fetuses exhibited an increase in the expression of pro-inflammatory cytokine and granulocyte genes previously implicated in swine infectious disease pathology.

**Conclusions:**

This study identified major differences in the response to PRRSV infection in the uterine endometrium and fetus at the gene expression level, and provides insight into the molecular basis of virus transmission and disease progression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2720-4) contains supplementary material, which is available to authorized users.

## Background

Porcine Reproductive and Respiratory Syndrome Virus (PRRSV) causes respiratory disease and slow growth in growing pigs, and reproductive failure in pregnant sows through abortions, stillbirths, and the farrowing of weak-born piglets that have a high mortality rate. Nearly 25 years after its discovery [1, 2], it remains one of the largest infectious disease concerns of pig farmers worldwide. PRRSV is a single-stranded RNA virus that evolves at a rapid rate through the accumulation of random mutations and intragenic recombination events. There is therefore considerable genetic and antigenic heterogeneity among PRRSV strains [3]. The virus replicates in cells of the monocyte/macrophage lineage, from where it can suppress innate antiviral immune mechanisms and delay the onset of an effective adaptive immune response using a variety of immune evasion strategies. The course of infection typically consists of two phases: an acute, viraemic phase that lasts several weeks, and a chronic infection of lymphoid tissues that can persist for many months before it is cleared [4]. The combination of this virus’ extensive genetic diversity and its immunosuppressive characteristics has made it difficult to design vaccines that are effective in the event of heterologous challenge. Consequently, there is substantial interest in characterizing the host response to infection at the transcriptomic and genomic level, to help design a new generation of more immunogenic vaccines, and to identify potential natural resistance mechanisms in swine populations.

A considerable number of transcriptomic experiments of PRRSV infection have been conducted. These studies adopted either an *in vitro* infection model of macrophages focusing on the first hours of infection following virus entry into the cell [5–7], or *in vivo* challenge models that usually considered a longer infection time-course [8–13]. They encompass a variety of designs from standard time-course experiments to the comparison of viral strains of divergent virulence or pigs of differential susceptibility to infection, but all these experiments investigated the respiratory form of the disease in growing pigs. The reproductive form of PRRS has yet to be investigated with this technology.

Experimental inoculation of sows in late gestation results in transplacental infection and gross fetal pathology that is consistent with that observed in the field during PRRS outbreaks, whereas inoculation earlier in gestation does not typically result in fetal infection [14, 15]. The reason for this and the mechanism of transplacental viral transmission are not well understood. Messenger RNAs for TNF-α and IFN-γ are transcribed in fetal tissues upon PRRSV infection, indicating that the fetus is capable of mounting an immune response [16], but detailed information on the nature of the immune response and the cause of any fetal pathology is lacking.

We have recently conducted the largest PRRSV challenge experiment in pregnant pigs yet undertaken [17]. Pregnant gilts were inoculated at 85 days of gestation and euthanized 21 days later to collect samples from 111 PRRSV-inoculated and 19 mock-inoculated gilts and their fetuses for a variety of assays, including transcriptomic analysis. The objectives of this study were to use a transcriptomics approach to investigate immune responses to infection in the reproductive tract and the processes of transplacental infection and fetal pathology. To this end, the present study utilized tissue samples taken from the endometrium (including adherent placental layers) and fetal thymus of selected fetuses. The selection of these two tissues was strategic. The maternal/fetal interface is the site at which virus transmission occurs, whereas thymus is one of the proposed sites of primary viral replication in the fetus [16]. Gene expression in these tissues was then examined through a series of pair-wise comparisons across four groups of fetuses: control (CON - uninfected fetuses from mock-inoculated gilts), uninfected (UNINF – uninfected fetuses from PRRSV-inoculated gilts), infected (INF – infected fetuses with no external signs of pathology from PRRSV-inoculated gilts), and meconium-stained (MEC – meconium-stained, infected fetuses from PRRSV-inoculated gilts). MEC fetuses were found almost exclusively in litters from PRRSV-inoculated gilts and the MEC fetuses from those litters had very high viral loads. The MEC classification was presumed therefore to represent a stage in PRRSV-induced fetal pathology. The pairwise comparisons were UNINF v CON, INF v UNINF, and MEC v INF. The purpose of the UNINF v CON contrast was to elucidate responses to PRRSV infection of endometrium in the absence of fetal infection. The purpose of the INF v UNINF contrast was to identify responses in fetal thymus associated with fetal infection, whereas in endometrium it was to identify responses that may be associated with transplacental infection. The purpose of the MEC v INF contrast was to explore the progression of disease in both endometrium and fetal thymus. Specifically, our hypotheses were that the nature of the immune response to infection in endometrium and fetus is broadly similar; and that fetal pathology is largely a consequence of damage to the maternal/fetal interface.

## Methods

### Experimental infection of pregnant gilts with PRRSV

The animal experiment described herein was approved by the University of Saskatchewan’s Animal Research Ethics Board, and adhered to the Canadian Council of Animal Care guidelines for humane animal use (protocol #20110102). A more detailed version of the ethics statement and experimental protocol has previously been described [17]. Briefly, 133 Landrace gilts were obtained from a high-health nucleus herd that was free of PRRSV according to clinical signs and serologic testing. Groups of gilts were selected over 12 bi-weekly replicates, estrus-synchronized, and bred to Yorkshire boars. Pregnant gilts were housed in stalls until gestation day 80 ± 1, and then transferred to a biosafety level-2 facility. After a period of acclimation, 114 gilts were inoculated on gestation day 85 ± 1 (Experiment day 0) with 1x10^5^ TCID_50_ type 2 PRRSV isolate NVSL 97–7895. Nineteen control gilts were mock inoculated in a similar manner with Minimal Essential Medium. Gilts were humanely euthanized on Experiment day 21.

### Categorization and sampling of fetuses

The gravid uterus of each gilt was removed intact, placed in a trough, and orientated from left oviduct to right oviduct. The uterine horns were opened and fetuses numbered sequentially according to their position within the horn. The preservation status of each fetus was recorded *in situ* as: viable (live at the time of gilt necropsy, normal pink appearance), meconium-stained (live at time of gilt necropsy, stained with meconium), decomposed (dead prior to gilt necropsy, with primarily white skin), autolysed (dead prior to gilt necropsy, with over 50 % brown-colored skin), or mummified (dead, <20 cm in length and considered dead prior to PRRSV-inoculation). Mummified fetuses were counted, but excluded from sampling and further analyses. Each fetus was removed from the uterus together with its umbilical cord and a portion of allantochorion and uterus adjacent to the umbilical stump. Multiple samples of select tissues were then obtained from each individual: endometrium (including adherent placental layers) adjacent to the umbilical attachment site, fetal thymus, and blood from the axillary artery (from viable and meconium-stained fetuses only) from which serum was subsequently separated. Samples for transcriptomics were snap-frozen in liquid nitrogen and immediately stored at -80 °C. Samples for quantification of virus were immediately stored at -80 °C, and samples for histopathology were stored in 10 % formalin. To prevent cross-contamination of nucleic acid, necropsy instruments and surfaces were disinfected in ‘Synergize’ (Pro-AG products Ltd, Winnipeg, Canada) for at least 10 min between animals (gilts and fetuses).

### Quantification of PRRSV RNA and histopathology

PRRSV RNA concentrations were measured in endometrium, fetal thymus, and fetal serum using a strain-specific, in-house NVSL 97–7895 specific quantitative reverse transcription polymerase chain reaction (qRT-PCR) as described in detail elsewhere [17]. Results were reported as log_10_ target RNA concentration per mg or μL. A semi-quantitative scoring system was used to categorize the viral RNA concentration in each tissue sample: 0 = no detectable virus, 1 = positive, but non-quantifiable amounts of viral RNA, 2 = positive and less than mean concentration of similar quantifiable tissue, and 3 = positive and greater than mean concentration of similar quantifiable tissue. For histopathology, samples of endometrium and fetal thymus were collected in 10 % formalin and processed for hematoxylin and eosin staining from all live fetuses. Tissues were examined for the presence or absence of characteristic lesions associated with *in utero* PRRS infection. A more detailed description is provided elsewhere [18].

### Fetus selection and isolation of RNA for transcriptomic experiments

A subset of fetuses (4 groups of 12 individuals) was selected for transcriptomics experiments. The four groups were: ‘control’ (CON: fetuses from mock-infected gilts), ‘uninfected’ (UNINF: PRRSV-negative fetuses from infected gilts), ‘infected’ (INF: infected fetuses from infected gilts), and ‘meconium-stained’ (MEC: meconium-stained fetuses from infected gilts). CON fetuses were selected from randomly chosen gilts (one fetus per gilt) and were all PRRSV RNA negative (score 0). The remaining three groups were blocked for gilt. UNINF fetuses were viable and had a PRRSV score of 0 in both thymus and serum, INF fetuses were viable and had a PRRSV score ≥ 2 in thymus, and MEC fetuses were meconium-stained and had a PRRSV score of ≥ 2 in thymus. Where possible, UNINF, INF, and MEC fetuses were selected from the same uterine horn. Differences in log_10_ mean viral RNA concentration between groups and tissues were determined using Student’s T test.

Total RNA was isolated from 10–20 mg of endometrium and thymus of each fetus using an ‘All Prep RNA/DNA isolation Mini kit’ (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA was quantified by spectrophotometry using a Nanodrop ND 2000 (Thermo Fisher Scientific, Waltham, USA). RNA quality was assessed by digital electrophoresis using a ‘2200 Tapestation’ (Agilent Technologies, Santa Clara, USA). The mean RNA Integrity Number (RIN) was 9.0 for thymus (range 8.0–9.8) and 8.3 for endometrium samples (range 7.5–8.8).

### Library construction, RNA-sequencing, and generation of expression data

Ninety-six cDNA libraries were constructed for RNA-sequencing (RNA-seq) from thymus and endometrium samples of individual fetuses. Libraries were prepared from 1 μg of total RNA using the TruSeq RNA sample preparation kit v2 (Illumina, San Diego, USA) according to the manufacturer’s instructions. DNA libraries were sequenced at the Genome Quebec Innovation Centre (McGill University, Montreal, Canada). Library insert size distribution was assessed on a LabChip GX instrument (Perkin Elmer, Waltham, USA) using a high sensitivity chip. Library concentration was determined using a KAPA Library Quantification Kit (KAPA Biosystems) on a Lightcycler 480 II instrument (Roche Life Science, Indianapolis, USA). Cluster formation was performed on the cBot instrument (Illumina) with eight libraries per lane (7 pM per library) using the TruSeq PE Cluster Kit v3-cBot-HS (Illumina). Paired-end 100 bp sequencing was performed on a HiSeq 2000 (Illumina) using the TruSeq SBS kit v3-HS (Illumina). Real-time analysis and base calling were performed using the Hi-seq Control Software, version 2.2.38 (Illumina) to generate sequence reads with associated base quality scores. RNA-seq reads, flagged as low quality by CASAVA 1.8 (Illumina), or with an average PHRED read quality score below 15, or in which ≥5 of the last 10 bases had a quality score below 2, were removed. Reads were aligned to the pig reference genome sequence assembly (Sscrofa10.2) using TopHat 1.4.0 with default parameters [19]. The gene annotation information used for Sscrofa10.2 was from Ensembl 71. The number of reads uniquely mapped to each gene was determined using Ht-seq count (v0.5.3.p3) [20].

### Analysis of differential gene expression and gene co-expression networks

Differentially expressed genes (DEG) were identified using the Bioconductor package ‘edgeR’ [21]. Raw expression counts were converted to counts per million (CPM). Genes with very low expression levels were filtered out of the dataset by setting an expression threshold of CPM > 1 in at least 12 samples. Compositional differences between libraries due to difference in library size were normalized using the ‘Trimmed mean of M values’ (TMM) method. A negative binomial model was fitted to the data and gene and tag-wise dispersions were estimated using the quantile-adjusted conditional maximum likelihood (qCML) method. Differential expression was determined using an Exact test for the following three contrasts for both tissues: UNINF v CON, INF v UNINF, and MEC v INF. The purpose of the INF v UNINF contrast was to identify responses in fetal thymus associated with fetal infection, whereas in endometrium it was to identify responses that may be associated with transplacental infection. The purpose of the MEC v INF contrast was to explore the progression of disease in both endometrium and fetal thymus. Genes were classified as differentially expressed if they had an absolute fold change >1.5 and a False Discovery Rate (FDR) <0.05. Venn diagrams for the DEG lists for the 3 contrasts in each tissue were constructed in Venny [22].

Clustering of samples was performed by multidimensional scaling in two dimensions using the plotMDS function in the bioconductor package ‘limma’ [23]. Samples were clustered according to the Euclidian distance between samples pairs for the 500 genes with the largest SD between samples.

Gene co-expression network analysis was performed using the software package ‘WGCNA’ [24] for each of the three contrasts in the two tissues described above. Normalized CPM expression data generated by ‘edgeR’ were transformed using the function log_2_ (x + 1) to stabilize variance prior to use in WGCNA. To construct the network, a matrix of co-expression similarity for all genes across all samples in each contrast was made. Next, a weighted network adjacency matrix was obtained by raising the co-expression similarity to a power β whose value was determined by application of the approximate scale-free topology criterion [25]. Average linkage hierarchical clustering using the topological overlap measure of network interconnectedness identified clusters of highly interconnected gene modules. Network construction and module detection were performed using the function ‘blockwiseModules’, with the following parameter values: a maximum block size of 15000 (sufficiently large to analyze all genes in a single block), a minimum module size of 30, a medium sensitivity to cluster splitting of 2, and a cut height for module merging of 0.25. The value of β ranged from 6–10. The gene expression profile of a module can be summarized by the module eigengene, defined as the first principal component of the expression matrix. Correlations between the module eigengene and the two categorical traits in each contrast were determined. The threshold for association significance was set at an absolute correlation of >0.3 and a *P* value of <0.1.

### Gene function enrichment analysis

The DEGs (from edgeR) and significant modules (from WGCNA) from all contrasts were analyzed using Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Redwood City, USA) software to identify biological functions and pathways that were enriched in those sets of genes. Ensembl IDs from the Sscrofa 10.2 genome build annotation were used to identify the orthologous human gene for input into IPA. All novel genes, pseudogenes, and transcripts without a human orthologue were removed at this stage. Gene IDs and either log_2_ fold changes (for DEGs) or correlations (WGCNA module genes) were then imported into IPA, and mapped to their corresponding objects in the Ingenuity Knowledge Database (IKB). Gene sets were analyzed using the Biological Function, Canonical Pathways, and Upstream Regulator analysis tools. Analyses used a right-tailed Fisher’s Exact Test to identify functions/pathways/regulators that were enriched in the gene set compared to the reference set (all genes in the human genome) for that function/pathway/regulator. For the biological function and canonical pathway analyses, an FDR ≤ 0.05 cutoff was used for statistical significance; for upstream regulator analysis the significance threshold was set at *P* < 0.01. Each analysis also used a Z score metric to indicate the degree of consistency between the actual versus expected direction of expression change among genes annotated with that function/pathway/regulator based on data in IKB. An unbiased Z score of ≥2 was used to define a function/pathway/regulator as ‘Activated’, while a score of ≤ -2 defined an ‘Inhibited’ function/pathway/regulator. A breakdown of DEGs by Gene ontology (GO) slim molecular function and biological process terms across all contrasts was produced using the PANTHER function classification tool [26].

### Validation of expression data by Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR)

The expression profiles of selected genes of interest from the RNA-seq analyses were validated using an RT-qPCR approach. Primer and probe sequences were either obtained from pre-existing, validated assays in the DGIL Porcine Translational Research Database (www.ars.usda.gov/Services/Docs.htm?docid=6065) or newly designed from the porcine genome (Sscrofa v10.2). All assays were pre-tested on thymus or endometrium RNA pools (including CON, UNINF, INF, and MEC samples) to ensure that they met criteria for reaction efficiency, specificity, and sensitivity, as verified by the ABI Taqman 7500 software v2.3 (Applied Biosystems, Foster City, USA). After quality control, RT-qPCR assays were carried out for 12 genes in endometrium and 11 in thymus (16 genes total; 7 genes were assayed on both tissues). *RPL32* was chosen as a reference gene on the basis of its consistent expression between CON, UNINF, INF, and MEC groups observed by both RNA-seq and RT-qPCR. A list of primer and probe sequences used for these assays, synthesized by Integrated DNA Technologies (Coralville, USA), is provided in Additional file 1.

Reverse transcription reactions were carried on all samples used for RNA-seq (96 in total) using Superscript II Reverse Transcriptase (Invitrogen, Carlsbad, USA). For each sample, 1 μg of total RNA was used for each 20 μL reverse transcription reaction. All cDNA samples were preserved at -20 °C. qPCR reactions were performed in 96 well plates using the 7500 Real-Time PCR System (Applied Biosystems, Foster City, USA). The PCR reaction volume was 25 μl consisting of 25 ng cDNA, 3.6 μM primers, 0.5 μM probe, 2x Brilliant II qPCR Master Mix with low ROX (Applied Biosystems), and nuclease-free water. PCR conditions were as follows: 1 cycle of 10 min at 95 °C, followed by 40 cycles of 15 sec at 95 °C and 60 sec at 60 °C.

All RT-qPCR data for expression analysis were analyzed using the ΔΔCT method [27]. The statistical significance of differential expression was evaluated by Student’s T test. A significance level of *P* < 0.05 was considered significant.

## Results and Discussion

### Assessment of viral load and pathology across fetal groups and tissues

Viral RNA concentrations varied considerably between groups and tissues (Fig. 1a). No virus was detected in any of the CON samples, as expected. The UNINF fetuses contained no viral RNA in thymus as this was a requirement of their classification, but the endometrial samples associated with this group had a wide range of viral RNA concentration (0-5.27 log_10_ RNA copies; mean = 2.41). All endometrium and thymus samples from INF and MEC pigs were PRRSV positive. Mean levels of viral RNA in endometrium were significantly different between each of the four groups (all *P* < 0.01), with levels in MEC > INF > UNINF > CON. In thymus, viral load was greater in INF and MEC than UNINF (both *P* < 0.001), and tended to be greater in MEC than INF fetuses (*P* = 0.056). For INF and MEC groups, viral RNA concentration was higher in thymus than endometrium (all *P* < 0.01). In terms of pathology, all fetuses from PRRSV-inoculated gilts (UNINF, INF, and MEC) had PRRSV-associated lesions in endometrium. In contrast, none of the thymus samples from inoculated gilts had PRRSV-associated lesions. No lesions were found in any of the CON samples of either tissue [18].

**Fig. 1:**
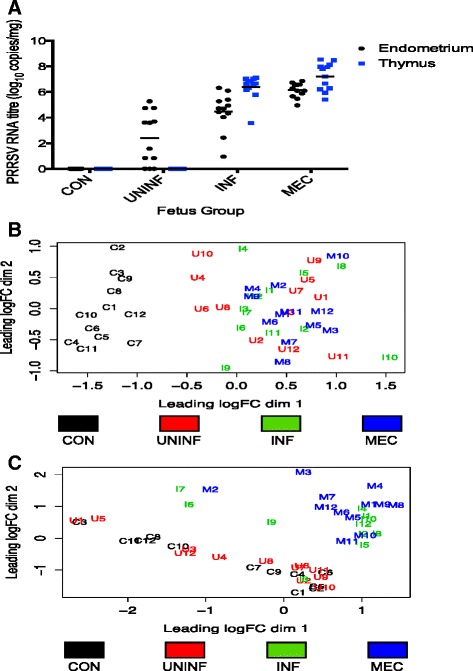
Comparison of individual endometrium and thymus samples. **a** PRRSV RNA concentration (target copies per mg tissue) in endometrium and fetal thymus for each of the 4 groups of fetuses used for transcriptomic analysis. **b** and **c** Cluster analysis (multidimensional scaling plots) on the basis of genome-wide gene expression in endometrium (**b**) and fetal thymus (**c**) for individual fetuses from each of the 4 groups used for transcriptomic analysis

Six layers of uterine and placental tissues separate fetal and maternal blood supplies in the porcine reproductive tract. Infection of maternal tissue is therefore a necessary pre-requisite to infection of the fetal compartment. The successive increases in endometrial PRRSV RNA concentrations moving between the UNINF, INF, and MEC groups suggests that viral load in this tissue is an important contributor to fetal infection. Indeed, using the complete set of fetuses from all inoculated gilts we have previously shown that PRRSV RNA concentration in endometrium and thymus of live fetuses are highly correlated, and that endometrial PRRSV RNA concentration is the factor most predictive of viral load in fetal thymus and ultimately the probability of fetal death [28]. Whereas viral load in both tissues is evidently associated with disease progression in the fetus, this is not the case for presence of PRRSV-associated lesions. These were absent from all these fetal thymus samples, but present in all the endometrial samples, and these findings were consistent with those of the larger dataset of fetuses from all PRRSV-inoculated gilts [18]. Taken alone, these data support the hypothesis that fetal death is a consequence of PRRSV-associated pathology to the endometrium and placental attachment site [16, 29], however evidence from the transcriptional profile of meconium-stained fetuses suggests that this may not be so clear cut, and is discussed in a later section.

### Sample cluster analysis

Cluster analysis of thymus and endometrium samples based on their gene expression profiles was carried out using a multidimensional scaling method. 

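Endometrium with adherent placenta and fetal thymus were sequenced from 12 fetuses in each of the CON, UNINF, INF and MEC groups, which gives 48 libraries per tissue. Gilts were inoculated at gestation day 85 and tissue was taken 21 days later. The deposited values are the authors' counts of read pairs per Ensembl gene model on Sscrofa10.2, from alignment with TopHat and counting with htseq-count. Each library holds 8703396 to 23779932 counts on genes, with a median of 16565358. Genes with more than 1 CPM (counts scaled by library size, the unit of the paper) in at least 12 libraries of a tissue were tested, as in the paper, which left 14261 genes in endometrium and 14671 in thymus.

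Libraries were scaled by trimmed mean of M-values (TMM), and all 48 libraries of a tissue were fitted together. Each contrast was tested with edgeR's quasi-likelihood test. A differentially expressed gene (DEG) has a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. Log2 fold changes are given as the first group of the contrast over the second, with their standard error (SE), and CPM values as mean ± SD (n = 12 libraries). Of 35 gene lists, written before the data were examined but after the paper's text and tables had been read, DEGs were counted by list. Genes that the paper names from these samples are among their members, so counts adjusted over the list alone are not independent evidence. A list score is the mean over the tested members of log2 CPM (prior count of 2), centred on the mean of the tissue. Scores of 2 groups were compared with a two-sided permutation test of 100000 resamples, adjusted over all lists and contrasts of a tissue.

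Multidimensional scaling (MDS) placed the libraries by the 500 genes with the largest SD of log2 CPM. The share of squared distance between libraries that a grouping accounts for was tested by permutation of the labels, for which 0.0001 is the smallest p.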

The results clearly demonstrated that viral infection was the predominant factor affecting gene expression. 

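On the first MDS dimension the endometrium libraries of inoculated gilts lay apart from those of control gilts. Mean positions were -1.14 ± 0.634 (SD, n = 12) in CON, 0.265 ± 0.467 in UNINF, 0.355 ± 0.429 in INF and 0.518 ± 0.267 in MEC. In thymus the groups parted on the second dimension, at -0.708 ± 0.594 in CON, -0.666 ± 0.519 in UNINF, 0.410 ± 0.673 in INF and 0.965 ± 0.530 in MEC.

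The first thymus dimension followed skeletal muscle genes such as MYLPF and CKM. Within CON, their list score had a Pearson correlation of -0.988 with that dimension (n = 12, permutation p = 2e-05, adjusted p = 2.67e-05 over 4 groups; Spearman's rho -0.874, p = 0.00038; -0.980 without the 2 libraries farthest from the median score). In UNINF r was -0.991 (adjusted p = 2e-05; rho -0.951, p = 2e-05; -0.974 without the 2 farthest libraries) and in MEC -0.981 (adjusted p = 2e-05; rho -0.951, p = 2e-05; -0.913). In INF r was -0.953 (adjusted p = 0.001; rho -0.497, p = 0.104; -0.741). The dimension was built from the genes of largest SD, which may include these muscle genes. Among the gene lists compared with it in thymus, the skeletal muscle list also had the strongest correlation (-0.952). The p-values are adjusted over groups and not over lists. They are therefore not an independent test, and the correlations only describe what the dimension holds.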

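In endometrium, the split of CON from UNINF, INF and MEC accounted for 19.8% of the squared distance between libraries (permutation p = 0.0001, the smallest that the permutations allow). That p takes libraries of inoculated gilts as independent, while INF and UNINF libraries of the same number were correlated (mean r 0.36 after removing group means). A boundary on the first MDS dimension placed 47 of the 48 libraries on the side of their group. The exception was CON 12, at 0.798, while the other CON libraries ran from -1.59 to -1.06 and the libraries of inoculated gilts from -0.431 to 1.26. Without CON 12 the split accounted for 23.2% (p = 0.0001). Between adjacent groups, UNINF and CON accounted for 24.7% (p = 0.0002), INF and UNINF for 5.51% (p = 0.173) and MEC and INF for 2.82% (p = 0.934).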

The endometrium samples separated into two distinct clusters with the CON fetuses in one and the UNINF, INF, and MEC fetuses in the other (Fig. 1b). The three UNINF endometrium samples that did not contain any detectable PRRSV RNA (U4-U6) clustered with the UNINF, INF, and MEC rather than CON groups. 

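In thymus, CON and UNINF against INF and MEC accounted for 23.6% of the squared distance between libraries (permutation p = 0.0001). INF against UNINF accounted for 18.0% (p = 0.0008), UNINF against CON for 2.25% (p = 0.699) and MEC against INF for 6.13% (p = 0.162). On the second MDS dimension, 43 of the 48 libraries lay on the side of their group.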

The thymus samples also separated into two major clusters, but on the basis of the infection status of the fetus: with the CON and UNINF fetuses in one cluster and the INF and MEC fetuses in a second (Fig. 1c). However, one INF fetus (I3), the sample with the lowest viral load in that group (0.95 log_10_ RNA copies), clustered with the CON and UNINF groups.

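INF 3 lay at -1.17 on the second thymus dimension, within the range of CON (-1.49 to 0.126), while the mean of INF was 0.410. Its score for interferon-stimulated genes was -1.99. Scores ran from -2.19 to -1.47 in the 12 CON libraries and from 0.417 to 3.25 in the other 11 INF libraries.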

### Overview of differential gene expression

Three contrasts were made for each tissue type: UNINF v CON, INF v UNINF, and MEC v INF. For endometrium, the numbers of DEGs for each contrast were 864, 252, and 101 respectively, and for thymus the total numbers were 121, 1749, and 1058 respectively (Additional file 2). 

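In endometrium, 436 DEGs were found for UNINF v CON (374 higher and 62 lower in UNINF) and 52 for INF v UNINF (50 higher and 2 lower in INF). The INF v UNINF count includes the interferon-stimulated genes ISG15 and MX1. With the replicate block, which pairs INF and UNINF libraries of the same number, 13 genes passed, and ISG15 and MX1 were not among them. In this contrast the libraries of the same number were correlated in each of the 12 pairs (r from 0.222 to 0.554 after removing group means). For MEC v INF, the quasi-likelihood test called 0 genes, with 434 at an unadjusted p under 0.05 against 713.05 that chance gives; the exact test with tagwise dispersions and DESeq2 called 0 as well. The UNINF v CON count was 681 without CON 12, and its lower genes numbered 24 without CON 10, 34 without UNINF 11, 37 without CON 5, 40 without UNINF 5, 41 without UNINF 8 and 123 without CON 12. The INF v UNINF count was 34 without INF 9 and 84 without UNINF 10. From the 24 libraries of INF v UNINF alone, 4 genes were called.

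In thymus, 0 genes were called for UNINF v CON by the quasi-likelihood test, with 337 at an unadjusted p under 0.05 against 733.55 that chance gives. The exact test called 1 gene (NPPA, an atrial peptide hormone) and DESeq2 called 1. With UNINF 9 left out, 2 genes were called. INF v UNINF gave 1279 DEGs, of which 1109 were higher and 170 lower in INF. The lower genes numbered 344 without INF 3, 266 without INF 9 and 90 without INF 10. MEC v INF gave 368 DEGs, 307 higher and 61 lower in MEC. From the 24 libraries of this last contrast alone, 0 genes were called without the replicate block (2324 at an unadjusted p under 0.05) and 0 with it (2920), against 733.55 that chance gives. The common dispersion of these thymus libraries was 0.125, against 0.0749 for those of UNINF v CON, and the main fit takes all groups together. Whether this difference in spread accounts for the loss of calls was not tested. The count of 368 depends on single libraries. It fell to 215, 109, 127, 165 and 143 without MEC 1, MEC 3, MEC 4, MEC 7 and MEC 8, and to 116, 141, 244, 154, 124 and 229 without INF 3, INF 5, INF 6, INF 8, INF 9 and INF 11. It rose to 989 and 746 without MEC 10 and MEC 11, and to 776 and 925 without INF 1 and INF 4. Without INF 12 the lower genes numbered 37.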

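Thymus DEGs of more than 1 contrast numbered 155, all of them in both INF v UNINF and MEC v INF. INF v UNINF alone held 1124 genes and MEC v INF alone 213. Among the shared genes is GZMB (named as in the paper's tables), a granzyme of cytotoxic lymphocytes, which rose by 2.56 for INF v UNINF and rose again for MEC v INF. No endometrium gene was called in more than 1 contrast by the quasi-likelihood test. Of the interferon-stimulated genes called in INF v UNINF endometrium, MX1 had a log2 fold change of 2.12 (SE 0.402, adjusted p = 0.00344, higher than the UNINF mean in 9 of 12 INF libraries). With the replicate block MX1 did not pass.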

Some genes were common to multiple contrasts and the distribution of genes across contrasts is shown in Figs. 2a and b. In total, 1034 DEGs were identified in endometrium and 2318 in thymus, with 428 genes differentially expressed in both tissues. 

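The contrasts together gave 488 DEGs in endometrium and 1492 in thymus. Of the 13271 genes tested in both tissues, 185 were DEGs in both, where independent lists of that size would share 41.8. CXCL9, a chemokine induced by interferon gamma, is 1 of these, called for UNINF v CON in endometrium (log2 fold change 3.20) and for INF v UNINF in thymus.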

Combined endometrium and thymus DEGs were classified by GO molecular function and biological process terms using PANTHER (Figs. 2c and d). The five most common molecular process terms were: ‘binding’ (29.0 %), ‘catalytic activity’ (26.7 %), ‘receptor activity’ (14.5 %), structural molecule activity (8.1 %), and ‘transporter activity’ (7.1 %). The top five biological process terms were: ‘cellular process’ (19.1 %), ‘metabolic process’ (19.1 %), ‘developmental process’ (10.4 %), ‘immune system process’ (9.1 %), and ‘response to stimulus’ (8.4 %). A more detailed investigation of the individual contrasts was also carried out using IPA and WGCNA. These results are presented in the following sections, and all the data included in Additional files 3, 4, 5, 6. Additional file 3 contains the IPA results from the edgeR analyses; Additional file 4 contains the module-trait correlations and significance for each WGCNA contrast; Additional file 5 contains the gene significance and module membership values for each WGCNA contrast; Additional file 6 contains the IPA results from the WGCNA analyses.

**Fig. 2:**
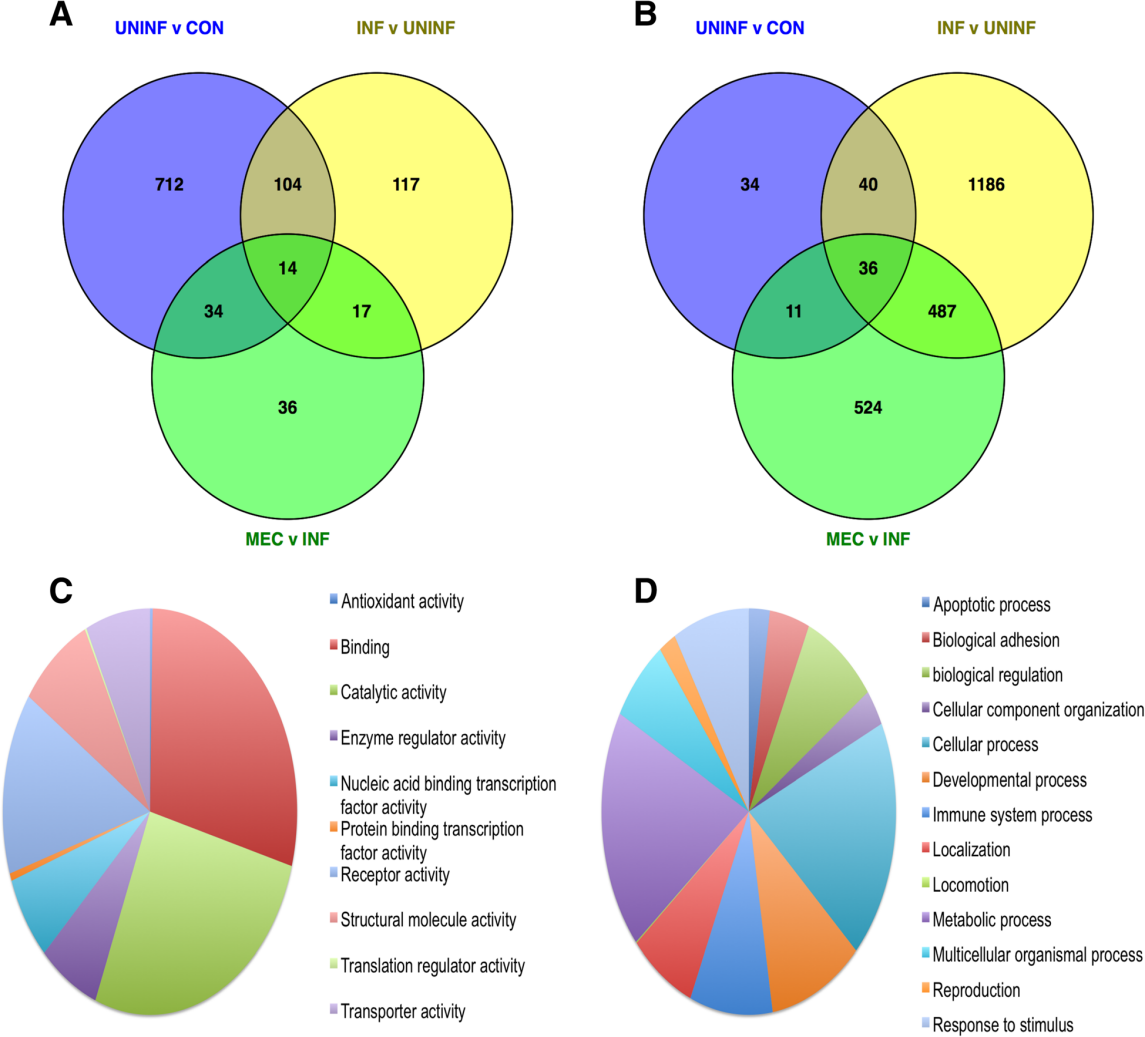
Overview of differential gene expression in PRRSV-inoculated reproductive tract. **a** and **b** Venn diagrams showing the numbers of differentially expressed genes (DEGs) in endometrium (**a**) and fetal thymus (**b**) for each of the three between-group contrasts (UNINF v CON, INF v UNINF, and MEC v INF). **c** and **d** Pie charts of DEGs identified across all six contrasts grouped by molecular activity (**c**) and biological process (**d**) terms

### RT-qPCR validation of RNA-seq data

RNA-seq expression data for specific genes of interest was validated by RT-qPCR. Endometrial expression was tested for 12 genes and thymic expression for 11 genes. There were 16 genes in total (7 genes were tested on both tissues). Genes were selected on the basis of differential expression in at least one contrast from the RNA-seq analyses or membership of a significant ‘WGCNA’ module. The genes chosen were annotated as being associated with biological functions, pathways, or upstream regulators of interest identified by ‘IPA’ and discussed in detail in subsequent sections. They consisted of one immunoglobulin gene *(IGJ*), three T or NK cell marker genes (*CD3D*, *CD8B*, and *GZMA*), two TWIST1-regulated genes (*FBN2* and *PAMR1*), five interferon-regulated genes (*CXCL10*, *GBP1*, *ISG20*, *MX1*, *OAS1*), four inflammation-associated genes (*CASP1*, *CCL2*, *ITIH4*, and *MPO*), and one apoptosis-associated gene (*TNFSF10*).

A total of 19 cases of differential expression in endometrium were found by RNA-seq for the 12 genes across each of the 36 tests (12 genes x 3 contrasts); for thymus, 14 cases of differential expression were found for the 11 genes across 33 tests (11 genes x 3 contrasts). 

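At the thresholds used here, 8 of the 36 endometrium tests passed by edgeR's quasi-likelihood test, all for UNINF v CON. They are IGJ (the joining chain of polymeric immunoglobulin), GZMA, CD3D, CD8B, CXCL10, GBP1, ISG20 and PAMR1. For PAMR1, a matrix protease, the log2 fold change was -0.60 (SE 0.163, adjusted p = 0.0207). INF v UNINF and MEC v INF had 0 of 12 tests passed each. In thymus, 9 of the 11 genes passed for INF v UNINF, namely MX1, OAS1, CXCL10, TNFSF10, GBP1, CCL2, MPO, CASP1 and GZMA. For MEC v INF, 3 passed (GZMA, CCL2 and MPO), and 0 of 11 for UNINF v CON. With the exact test, 9 endometrium and 12 thymus tests passed.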

Confirmation of differential expression by RT-qPCR required a significant difference (*P* < 0.05) in gene expression between the two groups in the contrast tested. A comparison of the expression differences and their statistical significance identified for individual tests by RNA-seq and RT-qPCR methods is shown in Additional file 7. 

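In endometrium, the sign of the RNA-seq log2 fold change was that of the paper's RT-qPCR value in 31 of 36 tests, and in all 8 that passed. By contrast these were 11 of 12 for UNINF v CON, 12 of 12 for INF v UNINF and 8 of 12 for MEC v INF. For UNINF v CON, IGJ had a log2 fold change of 3.47 by RNA-seq, beside the paper's RT-qPCR value of 5.16. GZMA, a granzyme, had 2.89 beside the paper's 4.38, and CD8B, a chain of the CD8 co-receptor, 2.37 beside the paper's 3.71. For CXCL10 the values were 2.72 and, from the paper, 1.94. OAS1 had 0.77 (SE 0.420, adjusted p = 0.282) and did not pass, beside the paper's 0.74.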

In endometrium, differential expression was confirmed for 10 out of 19 cases identified by RNA-seq, however the expected direction of expression (i.e. which group in the contrast exhibited the greater expression of that gene) was confirmed for all 19 cases. In thymus, differential expression was confirmed for all 14 cases.

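In thymus, the sign was that of the paper's RT-qPCR value in 25 of 33 tests and in the 12 that passed. For INF v UNINF the log2 fold change of MX1, an antiviral GTPase, was 4.45 beside the paper's RT-qPCR value of 4.29. OAS1 had 4.20 beside the paper's 3.87, CXCL10 4.09 beside 3.80, and MPO 2.18 beside 1.28. By contrast the sign was the same in 10 of 11 tests for INF v UNINF, 8 of 11 for MEC v INF and 7 of 11 for UNINF v CON.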

There were also four cases (two in each of endometrium and thymus) of genes that belong to significant WGCNA modules, but that weren’t identified individually as being differentially expressed by the ‘edgeR’ analysis. RT-qPCR confirmed the direction of expression for each of these genes.

Overall, there was good concordance between expression values calculated by RNA-seq and RT-qPCR, as shown in Fig. 3. This strengthens confidence in the reliability of these expression differences and their interpretation, and is in agreement with previous studies that have documented the similarity in expression data produced by the two methods [30, 31].

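Across the 36 endometrium tests, the slope of the paper's RT-qPCR log2 fold changes on those of RNA-seq was 1.124 (SE 0.0790, Pearson's r = 0.925). Across the 33 thymus tests it was 0.949 (SE 0.0415, r = 0.972). Genes and contrasts are not independent replicates, so no p is given.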

**Fig. 3:**
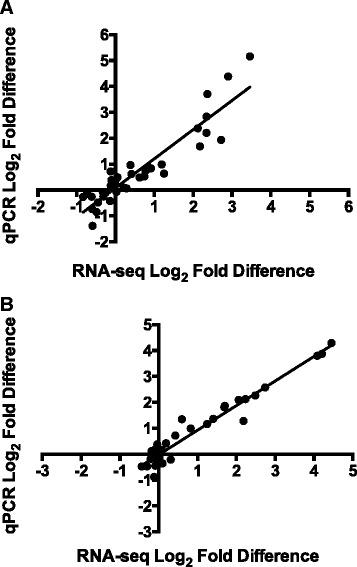
Concordance of expression data obtained by RNA-sequencing and Reverse transcription quantitative polymerase chain reaction (RT-qPCR). Scatter plots of log_2_-transformed fold differences obtained from RNA-sequencing (x axis) or RT-qPCR (y axis) methods for selected genes tested by RT-qPCR in endometrium (**a**) or thymus (**b**). Overall, there was good agreement in expression values determined by each method. Linear regression lines are shown for each tissue. The slope values are close to 1 for both endometrium and thymus (1.125 and 0.949 respectively)

### Comparison of UNINF v CON endometrium transcriptome

The expression profile of the endometrium of UNINF in comparison to CON fetuses was predominantly characterized by an adaptive immune response to PRRSV infection. 

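Lymphocyte genes rose in UNINF over CON endometrium. Of 26 genes of T cell receptor signaling, 26 were higher in UNINF (adjusted p under 0.05 by edgeR's quasi-likelihood test; 26 when adjusted over the list alone). Of 12 genes of cytotoxic and natural killer (NK) cells 12 were higher (12 over the list alone), and of 15 B and plasma cell genes 8 (9 over the list alone). The T cell score was 0.560 ± 0.886 (SD, n = 12) in UNINF and -1.12 ± 0.617 in CON, a difference of 1.69 (permutation test, adjusted p = 0.00272). Cytotoxic genes had scores of 0.591 ± 0.801 and -1.61 ± 0.843 (difference 2.20, adjusted p = 0.00272), and B and plasma cell genes 0.292 ± 0.672 and -0.835 ± 0.480 (difference 1.13, adjusted p = 0.00323). In each of these 3 lists, 12 of 12 UNINF libraries lay above the CON mean. Immature thymocyte genes had 4 of 8 higher as well (7 over the list alone), with a score of 3.32 in UNINF 11, whose T cell score was 2.40. Without UNINF 11 the T cell difference was 1.52 (adjusted p = 0.00306).

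The largest increase was in IGLV-7 (ENSSSCG00000031037), an immunoglobulin light chain variable segment on chromosome 14 of Sscrofa10.2 from 52287647 to 52288129, at 68.3 ± 110.2 CPM in UNINF and 0.496 ± 1.55 CPM in CON (log2 fold change 7.19, SE 1.18, adjusted p = 0.000169). CD3D (ENSSSCG00000015093), a subunit of the T cell receptor complex, lies on chromosome 9 of Sscrofa10.2 from 50680925 to 50685383. It had 8.17 ± 7.45 CPM in UNINF and 1.59 ± 1.38 CPM in CON (log2 fold change 2.35, SE 0.358, adjusted p = 6.98e-05, higher than the CON mean in 12 of 12 UNINF libraries).

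From genes and pathways of this kind, the paper concludes that the response of endometrium at 21 days was mainly adaptive, and reasons that this reflects the length of infection in the gilt.

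**Figure D1:**
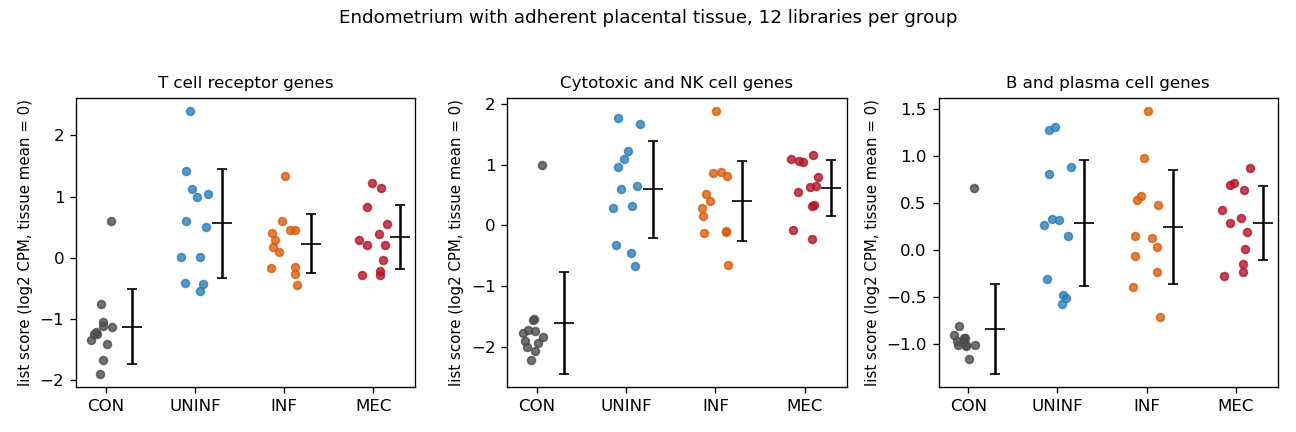
List scores of T cell receptor genes, cytotoxic and NK cell genes, and B and plasma cell genes in endometrium (y axis, mean log2 CPM of the list with the tissue mean at 0) by group (x axis). Points are libraries, 12 per group, and bars are the mean ± SD. The mean of CON, -1.12 ± 0.617 in the T cell panel, is the lowest of the 4 groups in each panel, and CON 12 is the CON library that lies highest.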

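Gene models typed as immunoglobulin segments numbered 15 among those tested, and 14 were DEGs, each higher in UNINF than in CON. The types are known only from the paper's table of endometrium DEGs, so the share called follows from that choice. The 15 had a median log2 fold change of 4.36 (1.64 to 7.19), and 14 of the 25 genes with the largest increases were immunoglobulin segments. IGLV-4 had a log2 fold change of 5.46, IGKV-6 of 5.06, IGLV-3 of 4.62 and IGKV-11 of 4.50. IGJ (ENSSSCG00000008939), on chromosome 8 of Sscrofa10.2 from 71347284 to 71358511, had 121 ± 112 CPM in UNINF and 11.0 ± 31.8 CPM in CON (SE 0.729, adjusted p = 0.00207, 12 of 12 UNINF libraries above the CON mean). MZB1, a chaperone of plasma cells, rose by 2.64 (SE 0.592, adjusted p = 0.00417), and POU2AF1, a B cell transcriptional coactivator, by 3.35 (SE 0.763, adjusted p = 0.00479). The B cell chemokine CXCL13 rose by 3.77 (SE 1.13, adjusted p = 0.0378), with 7 of 12 UNINF libraries above the CON mean.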

Fifteen of the top 25 most upregulated genes in the UNINF v CON contrast were immunoglobulin genes, and ‘B cell development’ was one of the most significant canonical pathways enriched for DEGs from this contrast. The importance of T cells at this site of infection was also evident. Specifically, CD28 and iCOS-iCOSL signaling pathways in T helper cells were the two most significant canonical pathways, and both were activated in UNINF endometrium. 

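ICOS, an inducible co-stimulator of T cells, had a log2 fold change of 2.53 (SE 0.471, adjusted p = 0.00051). LCK, the kinase that starts T cell receptor signaling, had 15.3 ± 13.9 CPM in UNINF and 3.34 ± 3.41 CPM in CON (log2 fold change 2.19, SE 0.369, adjusted p = 0.000202). ZAP70, the kinase that LCK activates, rose by 1.87 (SE 0.345, adjusted p = 0.000481), and UBASH3A, a regulator of the T cell receptor, by 2.20 (SE 0.341, adjusted p = 8.65e-05). Of 12 UNINF libraries, 12, 12 and 11 lay above the CON mean for ICOS, LCK and ZAP70. Over all T cell receptor genes of the list, the median log2 fold change was 2.03.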

The TCR signaling pathway and DEGs that map to it are shown in Fig. 4. DEGs that belong to these pathways are class II antigen presentation genes *SLA-DMA*, *SLA-DQA1*, *SLA-DQB1*, *SLA-DRA1*, and *SLA-DRB1*, and T cell signaling genes *CD3D*, *CD3E*, *CD3G*, *CD4*, *ICOS*, *GRAP2*, *LCK*, and *ZAP70*. 

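Of 9 class II presentation genes 7 were higher in UNINF (9 when adjusted over the list alone), and the list score differed by 0.84 (permutation test, adjusted p = 0.00323, 12 of 12 UNINF libraries above the CON mean). SLA-DQB1, SLA-DQA1, SLA-DRA1 and SLA-DMA, which load and present peptides to helper T cells, rose by 1.10 (adjusted p = 0.00104), 0.88 (0.00466), 0.87 (0.00245) and 0.83 (0.00555) by edgeR's quasi-likelihood test. SLA-DRB1 had a log2 fold change of 0.61 (SE 0.195, adjusted p = 0.0501), which does not pass; with the exact test its adjusted p is 0.0253, with DESeq2 0.0248, and without CON 12 0.00134. Among the T cell genes, CD3G rose by 2.22 (SE 0.310, adjusted p = 4.05e-05), CD3E by 2.13 (SE 0.354, adjusted p = 0.000181), CD4 by 1.26 (SE 0.277, adjusted p = 0.00334) and the adaptor GRAP2 by 1.34 (SE 0.213, adjusted p = 0.000133).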

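CD8A (ENSSSCG00000008217), the alpha chain of the CD8 co-receptor of cytotoxic T cells, lies on chromosome 3 of Sscrofa10.2 from 60852723 to 60859738. It had 16.4 ± 10.4 CPM in UNINF and 3.10 ± 3.56 CPM in CON (log2 fold change 2.40, SE 0.357, adjusted p = 4.8e-05). GNLY, which encodes the pore-forming peptide granulysin, had 21.2 ± 10.8 and 5.14 ± 6.93 CPM (log2 fold change 2.06, SE 0.357, adjusted p = 0.000258). SLAMF7, a receptor of NK cells, rose by 2.38 (SE 0.347, adjusted p = 4.8e-05). The granzyme genes GZMK, GZMA and GZMB (named as in the paper's tables) had log2 fold changes of 3.55 (adjusted p = 4.8e-05), 2.89 (0.000563) and 2.88 (0.00165). In 12, 12 and 12 of 12 UNINF libraries they lay above the CON mean. CST7, an inhibitor of granule proteases, rose by 2.47 (SE 0.420, adjusted p = 0.000204).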

Cell surface marker genes of cytotoxic T lymphocytes (CTL) and NK cells were also highly upregulated in UNINF endometrium, including the cell surface receptors *CD8A*, *CD8B*, and *SLAMF7*, and the cytolytic enzymes *GZMA*, *GZMB*, *GZMK*, and *GNLY*. Biological functions that were increased or activated in UNINF endometrium include ‘Quantity of T lymphocytes’, ‘T cell migration’, and ‘Activation of T lymphocytes’.

**Fig. 4:**
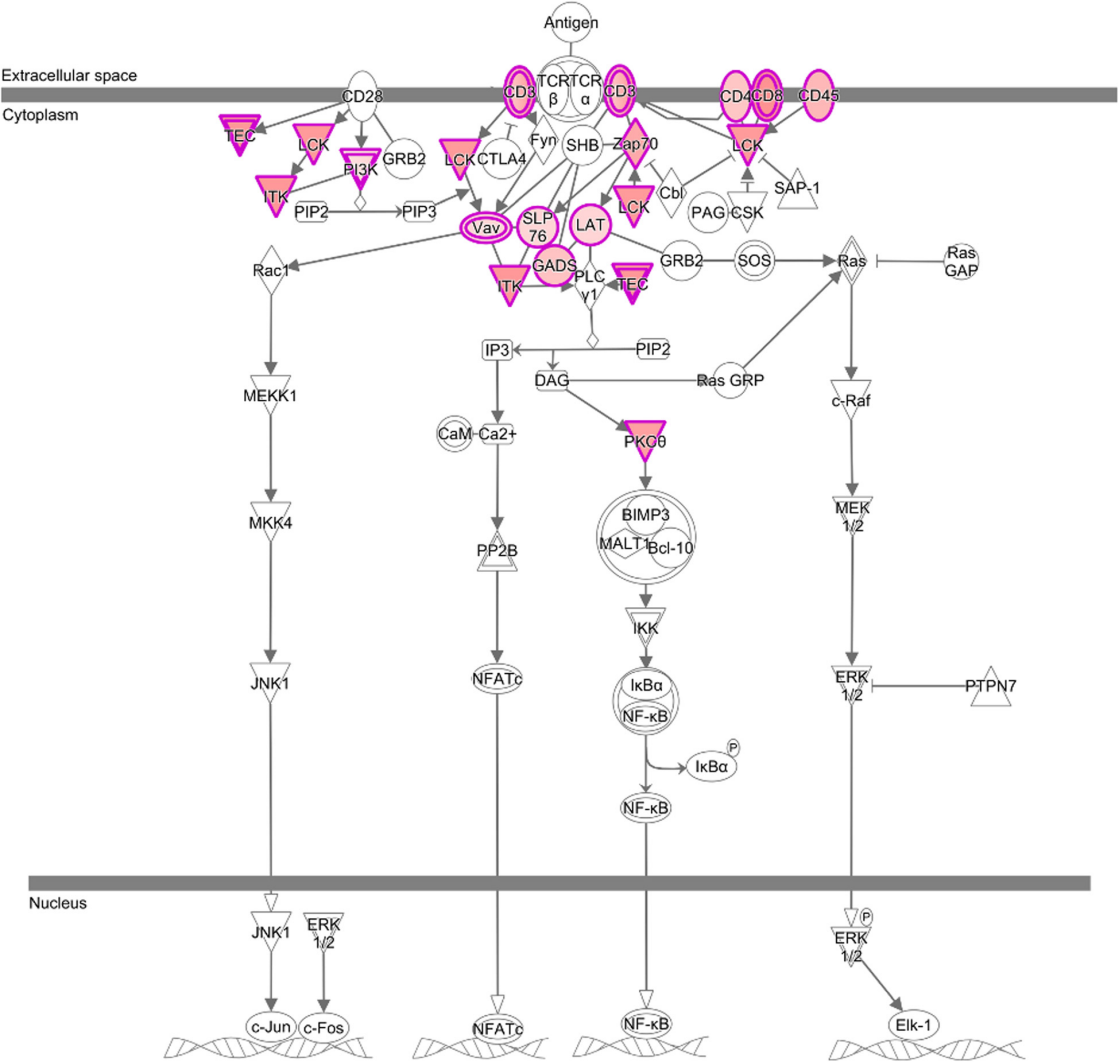
T Cell Receptor (TCR) signaling pathway activation in endometrium of UNINF fetuses. Image of the canonical pathway of T cell receptor signaling from Ingenuity Pathway Analysis (IPA) highlighting genes found to be differentially expressed in UNINF v CON endometrium. The red color indicates that the gene was upregulated in UNINF endometrium whereas green color signifies downregulation

The adaptive nature of the immune response to infection in UNINF endometrium reflected the 21-day duration of the infection period in the gilt. Most pigs infected with PRRSV produce antibodies within 14 days post-inoculation, and so the expression of immunoglobulin genes in this context was not unexpected [32]. These early antibodies, however, are not protective against PRRSV and the appearance of neutralizing antibodies is delayed until at least 4 weeks post-infection [33]. Indeed, these early antibodies have been reported to enhance infection by facilitating entry of the virus into target macrophage cells. This antibody-dependent enhancement of infection (ADEI) is mediated by the FcγRIIb receptor [34], whose gene is upregulated in UNINF endometrium samples. 

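The receptor gene is CD32 in the annotation (ENSSSCG00000006350), on chromosome 4 of Sscrofa10.2 from 96888986 to 96908203. It had 20.6 ± 5.23 CPM in UNINF and 10.8 ± 4.07 CPM in CON (log2 fold change 0.93, SE 0.150, adjusted p = 0.000133), and 12 of 12 UNINF libraries lay above the CON mean. FCER1G, the signaling chain shared by activating Fc receptors, rose by 0.80 (SE 0.211, adjusted p = 0.017).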

The UNINF endometrial expression profile also indicated an ongoing T helper cell response to infection, coupled with a cytolytic response that could be driven either by CTL, NK cells, or both. The first appearance of PRRSV-specific IFN-γ secreting T cells in infected pigs is typically around 2–3 weeks, and so it is feasible that PRRSV-specific CTL could contribute to PRRSV immunity at this site [32, 35]. Specific cell-mediated immune responses against PRRSV are generally considered to be weak, but much of the evidence for this comes from peripheral blood rather than the infected tissues where effector cells would be preferentially targeted in comparison to circulating naive lymphocytes [35, 36]. NK cells are known to increase in numbers in the endometrium of PRRSV-infected sows [37], but, as with CTL, PRRSV can suppress their cytotoxicity, at least *in vitro* [38].

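Among innate lists, complement had 8 of 18 genes higher in UNINF than in CON (9 when adjusted over the list alone) and a score difference of 0.66 (permutation test, adjusted p = 0.00272). C3, the component on which the complement pathways meet, rose by 1.85 (SE 0.374, adjusted p = 0.00135) and C4A by 1.65 (SE 0.386, adjusted p = 0.00634). Pattern recognition genes had 5 of 17 higher (5 over the list alone; score difference 0.61, adjusted p = 0.00323), led by the fungal glucan receptor CLEC7A (log2 fold change 2.06, adjusted p = 0.0141). Genes of TREM1 signaling, which amplifies inflammation in myeloid cells, had 7 of 22 higher (score difference 0.49, adjusted p = 0.0037).

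Macrophage genes had 6 of 19 higher, and their score difference of 0.45 had an adjusted p of 0.0333, or 0.0518 without UNINF 11. Of 14 proinflammatory genes 4 were higher, with the chemokines CCL4 (1.68, adjusted p = 0.00405) and CCL3L1 (1.55, adjusted p = 0.0107) among them. Their score difference of 0.34 had an adjusted p of 0.065, and was 0.37 with an adjusted p of 0.0348 without CON 12. Neutrophil granule genes had 1 of 11 higher, S100A8 (1.98, adjusted p = 0.0164), and a score difference of 0.34 (adjusted p = 0.129). CCL2 had a log2 fold change of 1.25 (SE 0.406, adjusted p = 0.056) and was not called; its adjusted p was 0.0192 by the exact test, 0.0262 by DESeq2 and 0.0352 without CON 12.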

Evidence for an innate response to viral infection in UNINF endometrium was also observed, albeit at a lower level than the adaptive response. ‘Granulocyte adhesion and diapedesis’, and ‘Complement system’ were among the top 20 most significant canonical pathways enriched for DEGs. ‘Interferon signaling’, an important pathway in the innate immune response to viral infection, was significantly enriched for DEGs and active in UNINF endometrium, but was not in the top 20 pathways. However, IFN-γ and IFN-α were activated in UNINF endometrium. Also, the functions ‘Cell movement of phagocytes’ and ‘Inflammatory response’ were increased in UNINF endometrium.

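Genes of the interferon gamma type, such as the chemokine CXCL9 and guanylate-binding proteins, had 11 of 15 members higher in UNINF (13 when adjusted over the list alone). The list score differed by 1.21 (permutation test, adjusted p = 0.0037, 12 of 12 UNINF libraries above the CON mean). CXCL9 had 39.1 ± 48.7 CPM in UNINF and 4.30 ± 5.53 CPM in CON (SE 0.632, adjusted p = 0.00103). GBP1 and GBP4 rose by 2.18 (adjusted p = 0.00482) and 2.18 (adjusted p = 0.00767), and IRF8, a transcription factor of myeloid cells, by 1.09 (adjusted p = 0.00141).

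Of 32 interferon-stimulated genes, 2 were called, ISG20 (log2 fold change 2.11, SE 0.546, adjusted p = 0.0151) and PARP14 (log2 fold change 1.27, SE 0.375, adjusted p = 0.0338); without UNINF 11 the adjusted p of PARP14 is 0.0535. All 32 had a log2 fold change above 0, with a median of 0.54. Their score differed by 0.66 (adjusted p = 0.0892, 11 of 12 UNINF libraries above the CON mean). CON 12 has an interferon score of 0.625, and the highest of the other CON libraries -1.11; without it the difference was 0.84 with an adjusted p of 0.0028.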

WGCNA identified 10 modules whose expression profiles were significantly correlated with the UNINF group. Two of these were of particular biological interest. Gene expression in the brown module had the highest positive correlation to the UNINF group. Forty-four percent of the genes it contains were identified as DEGs by ‘edgeR’, and the most significant biological functions, pathways, and upstream regulators are all associated with lymphocyte-based immune responses. This module therefore provided independent validation of the results of the edgeR analysis for this contrast. 

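Of the 62 genes lower in UNINF than in CON, the largest decrease was in HS3ST2, a heparan sulfate sulfotransferase (log2 fold change -1.30, SE 0.345, adjusted p = 0.0182, lower than the CON mean in 12 of 12 UNINF libraries). COL26A1, a collagen gene, fell by 1.12 (SE 0.244, adjusted p = 0.003) and APLN, a peptide that acts on blood vessels, by 1.11 (SE 0.337, adjusted p = 0.0386). Without UNINF 11 the adjusted p of APLN was 0.0509. Trophoblast genes, of the placental side, had 0 of 14 called lower (4 lower when adjusted over the list alone) and 13 of 14 below 0. Scores of the list differed by -0.69 (permutation test, adjusted p = 0.065, 11 of 12 UNINF libraries below the CON mean), and by -0.82 (adjusted p = 0.0158) without CON 12.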

Gene expression in the purple module was negatively correlated with the UNINF group. 

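TWIST1 itself was not matched by name to a gene model, and many of the models counted carry no symbol, so no value is given for it. Of 20 genes of matrix and mesenchymal cells, 1 was called lower in UNINF (1 when adjusted over the list alone), and 18 had a log2 fold change below 0 (median -0.38). The list score differed by -0.32 (permutation test, adjusted p = 0.171, 9 of 12 UNINF libraries below the CON mean), and by -0.41 (adjusted p = 0.0158) without CON 12. The called gene is PAMR1 (ENSSSCG00000028338), on chromosome 2 of Sscrofa10.2 from 27877535 to 27954885, with 20.2 ± 4.11 CPM in UNINF and 30.6 ± 9.72 CPM in CON, and lower in 12 of 12 UNINF libraries. Without UNINF 11 its log2 fold change was -0.58, under the fold-change limit. FBN2, a fibrillin, had a log2 fold change of -0.49 (SE 0.378, adjusted p = 0.482) and was not called.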

TWIST1, a transcription factor that is predominantly expressed in placental tissue, was the most significant upstream regulator of the purple module genes, and was inhibited in the UNINF compared to CON group. The module was enriched for genes involved in angiogenesis and musculoskeletal development that could adversely affect endometrial and placental function, and subsequent fetal development. Indeed, the biological function attributes ‘Litter size’ and ‘Fertility’ were inhibited in the UNINF group.

### Comparison of INF v UNINF endometrium transcriptome

Two principal differences were found between INF and UNINF transcriptomes in endometrium. The first was an increase in type I interferon signaling and innate antiviral responses; the second was a decrease in adaptive immune responses, particularly of T cell responses, in INF individuals. ‘Interferon signaling’ was the most significant canonical pathway enriched for DEGs for this contrast, and was predicted to be more active in INF endometrium. 

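Interferon-stimulated genes rose in INF over UNINF endometrium. Of 32 such genes 22 were higher in INF by edgeR's quasi-likelihood test (30 when adjusted over the list alone, and 3 in the fit that pairs libraries of the same number), and all 32 lay above 0 with a median log2 fold change of 1.56. The list score was 0.734 ± 1.24 (SD, n = 12) in INF and -0.655 ± 0.674 in UNINF, a difference of 1.39 (permutation test, adjusted p = 0.0333, 9 of 12 INF libraries above the UNINF mean). ISG15 (ENSSSCG00000027982), a ubiquitin-like modifier on an unplaced scaffold of Sscrofa10.2 from 58449 to 59139, had 226 ± 245 CPM in INF and 24.2 ± 24.8 CPM in UNINF (log2 fold change 3.22, SE 0.582, adjusted p = 0.00224, 10 of 12 INF libraries above the UNINF mean). IRG6, which encodes the antiviral enzyme viperin, had 82.7 ± 97.2 and 9.66 ± 9.54 CPM (log2 fold change 3.09, SE 0.597, adjusted p = 0.00356). In that paired fit (replicate block) the adjusted p was 0.0879 for ISG15 and 0.0538 for IRG6.

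T cell genes had log2 fold changes below 0 in 25 of 26 tested, with a median of -0.57, and 0 were called (0 when adjusted over the list alone). The list score was 0.231 ± 0.480 in INF and 0.560 ± 0.886 in UNINF, a difference of -0.33 (adjusted p = 0.502, 10 of 12 INF libraries below the UNINF mean), and -0.16 without UNINF 11. In 6 of the 12 pairs of the same number, INF lay below UNINF. From the interferon pathway and the T cell pathways, the paper concludes that interferon signaling rose and T cell responses fell in INF endometrium.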

Among the upregulated genes in this pathway were the signal transduction molecules *IRF9*, *STAT2*, and *SOCS1*, and antiviral effector molecules *MX1* and *OAS1*. ‘Antiviral response’ was the most significant biological function among the DEGs for this contrast, and was activated in INF endometrium. 

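MX1 (ENSSSCG00000012077) lies on chromosome 13 of Sscrofa10.2 from 214988891 to 215011264. It had 291 ± 207 CPM in INF and 67.1 ± 47.3 CPM in UNINF, and an adjusted p of 0.0791 in the fit with the replicate block. IRF9, which carries interferon signals to the nucleus, rose by 0.70 (SE 0.164, adjusted p = 0.0286, 9 of 12 INF libraries above the UNINF mean); without UNINF 11 its adjusted p was 0.0551. Its partner STAT2 had a log2 fold change of 0.63 (SE 0.174, adjusted p = 0.121) and was not called, while the exact test gave an adjusted p of 0.036. SOCS1, an inhibitor of cytokine signaling, had a log2 fold change of 0.87 (SE 0.271, adjusted p = 0.277), with 10 of 12 INF libraries above the UNINF mean. OAS1, a sensor of double-stranded RNA, had a log2 fold change of 1.19 (SE 0.419, adjusted p = 0.451). Neither was called. The RNA sensors RIGI and IFIH1 rose by 2.32 (adjusted p = 0.00196) and 1.33 (adjusted p = 0.00196); with the replicate block these were 0.131 and 0.0705.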

Associated innate antiviral functions such as ‘Phagocytosis by macrophages’ and ‘Immune response of antigen presenting cells’ were also significant and increased in INF endometrium. The most significant upstream regulators were the type I interferon gene *IFNA2* and interferon regulatory factor *IRF7*.

The strong upregulation of type I interferon stimulated genes in the endometrium of INF fetuses may seem odd given the reputation PRRSV has for subverting and suppressing type I interferon responses. However, while it is certainly the case that PRRSV can inhibit IFN-α production by alveolar macrophages *in vitro* [39], *in vivo* production of IFN-α has been reported following infection with several PRRSV isolates, including the blood of gilts from this disease model [40, 41]. It is clear that some cell types, for example plasmacytoid dendritic cells, retain their ability to secrete IFN-α during PRRSV infection [42]. Another counterintuitive aspect of this interferon signaling is that despite its antiviral action, in this instance it was positively associated with transmission of the virus to the fetus. One explanation is that this is simply a reflection of the greater viral load in the INF compared to UNINF endometrial samples. The interferon response pathway is directly activated by a number of cellular pattern recognition receptors for RNA viruses, such as TLR3, TLR7, and RIG-I, and so the expression of interferon-stimulated genes (ISGs) in infected cells is positively associated with the amount of viral RNA in the cell [43]. Also, increased expression of these genes may actually be detrimental, as IFN-α can upregulate sialoadhesin gene expression in macrophage cells [44]. 

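The sialoadhesin gene is SIGLEC1 (ENSSSCG00000007146), a receptor of macrophages on chromosome 17 of Sscrofa10.2 from 36328314 to 36349591. It had 34.8 ± 28.1 CPM in INF endometrium and 7.12 ± 2.09 CPM in UNINF (log2 fold change 2.29, SE 0.356, adjusted p = 0.000475, 9 of 12 INF libraries above the UNINF mean). It was the 1 gene called of 19 macrophage genes (2 when adjusted over the list alone).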

The presence of sialoadhesin on the cell surface is known to be important for PRRSV entry into the cell [37]. Despite its antiviral action, levels of IFN-α in gilts tended to be positively associated with fetal mortality rate in the large challenge model, and could be a good indicator of viral load and disease severity [41].

TCR signaling and iCOS-iCOSL signaling in T helper cells were among the top 5 most significant canonical pathways, and all of the DEGs that mapped to those pathways were downregulated in the INF group. 

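CD3D had 4.86 ± 1.96 CPM in INF and 8.17 ± 7.45 CPM in UNINF endometrium, a log2 fold change of -0.74 (SE 0.331, adjusted p = 0.873), and 11 of 12 INF libraries lay below the UNINF mean. That mean includes UNINF 11, which had the highest T cell score of UNINF (2.40). CD3D was not called. Cytotoxic and NK cell genes had 11 of 12 below 0 and 0 called, with a score difference of -0.19 (permutation test, adjusted p = 0.799). B and plasma cell genes had 11 of 15 below 0 and 0 called. Class I presentation genes had 0 of 14 called and all 14 above 0 (score difference 0.29, adjusted p = 0.4). Across all genes tested, 736 had an unadjusted p under 0.05.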

The biological function attributes ‘Quantity of CD4+ lymphocytes’ and ‘Quantity of T lymphocytes’ were decreased in the endometrium adjacent to INF fetuses. Similarly, the terms ‘Apoptosis of leukocytes’ and ‘Cell death of T lymphocytes’ were increased in the INF group. 

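Within each group of inoculated gilts, the interferon score and the T cell score of endometrium were compared across libraries. Pearson's r was 0.217 in UNINF (n = 12, permutation p = 0.497, adjusted p = 0.795 over 16 relations; Spearman's rho 0.189; r 0.0421 without the 2 libraries farthest from the median), 0.0705 in INF (p = 0.831, adjusted p = 0.85; rho 0.0629; 0.170) and 0.236 in MEC (p = 0.46, adjusted p = 0.795; rho 0.154; 0.111). In MEC, the interferon score was 1.24 ± 0.419 (SD, n = 12). Of the 12 INF libraries, INF 3, INF 7 and INF 12 had interferon scores of -1.34, -1.18 and -0.810, below the UNINF mean, and the other 9 ran from 0.464 to 2.36.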

The relationship between interferon and TCR signaling across UNINF, INF, and MEC groups is depicted in Fig. 5.

**Fig. 5:**
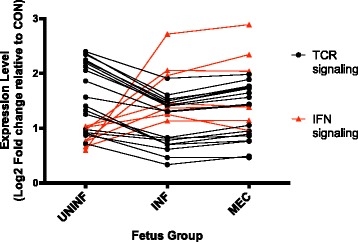
Relationship between interferon and T cell receptor signaling in endometrium during PRRS progression. Scatter plot of mean expression values of individual genes from the interferon and T cell receptor canonical signaling pathways in Ingenuity Pathway Analysis in UNINF, INF, and MEC fetuses relative to expression in CON fetuses

The reduction in lymphocyte signaling in endometrium in association with fetal infection is a significant finding. One possibility is that this was caused by apoptosis. Although lymphocytes are not permissive to PRRSV, bystander apoptosis of uninfected lymphocytes in PRRSV-affected tissues, including endometrium, has previously been documented and was observed in endometrial samples in this infection model [16, 18, 29, 45]. Some of the DEGs in the INF v UNINF contrast have been implicated in lymphocyte apoptosis. 

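SOCS1 (ENSSSCG00000027855) lies on chromosome 3 of Sscrofa10.2 from 32671707 to 32672538 and had 10.7 ± 4.97 CPM in INF and 5.86 ± 2.76 CPM in UNINF endometrium. Of 12 death receptor genes, 0 were called higher and 0 lower by edgeR's quasi-likelihood test (0 and 0 when adjusted over the list alone). Their score differed by 0.14 (permutation test, adjusted p = 0.324, 8 of 12 INF libraries above the UNINF mean).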

*SOCS1*, for example, which is upregulated in INF endometrium, causes an increase in apoptosis when constitutively expressed in the T cell lineage of mice [46]. 

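CXCL10, a chemokine that draws activated T cells, had 395 ± 614 CPM in INF and 77.8 ± 154 CPM in UNINF endometrium (log2 fold change 2.34, SE 0.781, adjusted p = 0.366). It lay above the UNINF mean in 6 of 12 INF libraries and was not called. Over the 15 genes of the interferon gamma type, 0 were called (3 when adjusted over the list alone), with a score difference of 0.49 (permutation test, adjusted p = 0.49).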

High expression of the cytokine *CXCL10* in blood is associated with T lymphocyte apoptosis in chronic hepatitis C infected individuals [47]. Some of the downregulated genes in INF endometrium encode cell membrane markers of the T cell lineage such as CD3E and CD8B. 

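CD3E had a log2 fold change of -0.72 (SE 0.334, adjusted p = 0.893) and CD8B a log2 fold change of -0.84 (SE 0.405, adjusted p = 0.926) for INF v UNINF endometrium. They lay below the UNINF mean in 11 and 12 of 12 INF libraries. That mean includes UNINF 11, which had the highest T cell score of UNINF (2.40). Within pairs of the same number, the T cell score was lower in INF in 6 of 12. Neither was called, by the quasi-likelihood test, the exact test with tagwise dispersions or DESeq2.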

All together, the data suggest that a combination of high viral load and reduction in T cell immune responses at the endometrium created favorable conditions for viral transmission to the fetus.

Three gene co-expression modules were significantly correlated with the INF group, and two of these are of particular biological interest. 

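Other interferon-stimulated genes with large increases in INF endometrium included IFIT2 (2.91, adjusted p = 0.00344), a pair of IFIT models (IFIT3 in the paper's tables, 2.63; IFIT1, 2.42), and HERC5 (2.17, adjusted p = 0.00356). IFIT proteins bind viral RNA and HERC5 attaches ISG15 to other proteins. With the replicate block the adjusted p was 0.192 for IFIT2 and 0.0879 for HERC5. Outside the list, PPP1R1B, a phosphatase inhibitor, rose by 3.10 (SE 0.493, adjusted p = 0.000475, and 0.0507 with the replicate block). MATN3, a matrix protein, rose by 2.35 (SE 0.436, adjusted p = 0.00278, and 0.0879 with the block).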

The red module was positively correlated with gene expression in the INF group, and was principally enriched for genes involved in interferon signaling, in agreement with the edgeR analysis. The dark red module was negatively correlated with gene expression in the INF group, and was enriched for genes regulated by TWIST1, as seen with the previous contrast.

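Of 20 genes of matrix and mesenchymal cells, 0 were called lower in INF than in UNINF endometrium and 0 higher, and 14 had a log2 fold change below 0. Between groups the score differed by -0.06 (permutation test, adjusted p = 0.91). FBN2, which forms microfibrils, had a log2 fold change of -0.59 (SE 0.379, adjusted p = 0.999). Trophoblast genes had 0 of 14 called (1 when adjusted over the list alone) and a score difference of 0.29 (adjusted p = 0.387). A decrease that was called is IL33, an alarmin released by damaged cells, at -0.62 (SE 0.143, adjusted p = 0.0254, 11 of 12 INF libraries below the UNINF mean). Without INF 12 it was -0.58, under the fold-change limit.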

TWIST1 is a transcription factor that controls the invasion of the trophoblast layer into maternal tissues during placentation in humans, and whose expression is associated with placental implantation in cattle [48–50]. Dysregulation of this transcription factor’s activity would likely have detrimental consequences for placental attachment, development and normal function. Indeed, histological analysis of 120 endometrium samples from the large-scale experiment identified the separation of endometrial and placental epithelium ranging from mild, multifocal areas to severe, diffuse regions that exhibited marked necrosis of chorionic villi and damage to blood vessels [18]. PRRSV has a restricted tropism for CD163^+^ and Sn^+^ macrophages, and so it is unlikely that it can pass through the multiple cell layers of an intact maternal-fetal interface by spreading between different cell types. However, if this barrier was disrupted, free and macrophage associated virus may be more likely to cross. It is possible that downregulation of TWIST1 at the maternal-fetal interface in UNINF compared to CON and again in INF compared to UNINF fetuses is involved in transmission of the virus from the endometrium to the placenta and ultimately into other fetal tissues. Alternatively, the histological lesions and downregulation of TWIST1 could occur following transmission rather than preceding it, as a consequence of placental infection, in which case they could contribute to placental dysfunction and fetal pathology rather than transmission. This would fit with an alternative proposed mechanism of virus transmission, in which infected macrophages migrate by diapedesis through intact uterine and placental cell layers. In support of this mechanism, others have observed virus-positive cells in close proximity to undamaged maternal-placental interface by microscopy [29].

### Comparison of MEC v INF endometrium transcriptome

The final endometrium contrast, MEC v INF, was conducted to identify changes in the endometrium transcriptome associated with disease progression in the fetus from the VIA to MEC preservation categories. As previously described, meconium staining was almost exclusively observed in the PRRSV inoculated litters and is indicative of impending fetal death [17]. The canonical pathways ‘Granulocyte adhesion and diapedesis’ and ‘Agranulocyte adhesion and diapedesis’ were the top canonical pathways. 

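CCL2 (ENSSSCG00000017723), a chemokine that attracts monocytes, lies on chromosome 12 of Sscrofa10.2 from 42514168 to 42516128. It had 25.0 ± 18.0 CPM in MEC and 13.8 ± 9.39 CPM in INF endometrium (log2 fold change 0.86, SE 0.390). CCL3L1 had a log2 fold change of 0.86 (SE 0.348), CCL4 of 0.64 (SE 0.344) and CCL8 of 0.61 (SE 0.342), and they lay above the INF mean in 11, 7 and 8 of 12 MEC libraries. CCL2 did so in 7. The adjusted p of each of these 4 genes was 1 by edgeR's quasi-likelihood test, and they were not called. Of 14 proinflammatory genes 11 had log2 fold changes above 0 and 0 were called (0 when adjusted over the list alone), with a score difference of 0.29 (permutation test, adjusted p = 0.196, 9 of 12 MEC libraries above the INF mean). Neutrophil granule genes differed by 0.19 (adjusted p = 0.4) and TREM1 signaling genes by 0.17 (adjusted p = 0.389). From chemokine genes and pathways of this kind, the paper proposes that endometrium of MEC fetuses responded to damage at the placental attachment site.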

Upregulated DEGs that map to these pathways include the pro-inflammatory chemokines *CCL2*, *CCL3L1*, *CCL4*, and *CCL8*. These same genes were also annotated to significant biological function terms that included ‘Chemoattraction of monocytes’, ‘Chemotaxis of myeloid cells’ and ‘Chemotaxis of phagocytes’. The most significant upstream regulator identified was the pro-inflammatory transcription factor NF-κB.

No WGCNA modules were significantly correlated with the MEC group for this contrast, and it also had the lowest number of differentially expressed genes of all contrasts. 

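By gene list, 0 of 34 scores differed between MEC and INF endometrium at an adjusted p under 0.05. The interferon score differed by 0.51 (permutation test, adjusted p = 0.431, 11 of 12 MEC libraries above the INF mean) and the T cell score by 0.10 (adjusted p = 0.859). The lowest adjusted p was 0.058, for trophoblast genes (difference -0.54, 11 of 12 MEC libraries below the INF mean) and for reference genes (-0.12). Of 14 trophoblast genes 11 lay below 0 and 2 were lower when adjusted over the list alone. Their median log2 fold change was -0.17, so the score difference rests on part of the members.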

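In MEC against INF endometrium, 13 of 20 genes of matrix and mesenchymal cells had log2 fold changes above 0 and 7 below, and 0 were called. Their score differed by 0.04 (permutation test, adjusted p = 0.971). FBN2 and PAMR1 had log2 fold changes of -0.33 and -0.26 and were not called.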

No further dowregulation of TWIST1 was observed between INF and MEC fetuses either. This was an unexpected finding given the prevailing hypothesis that placental lesions play a critical role in fetal pathology and mortality. However, the inflammation-associated nature of the DEGs that were identified is consistent with a host response to PRRSV-induced damage to the placental attachment site. Greater numbers of apoptotic and possibly necrotic cells are observed at the maternal-fetal interface in PRRSV-inoculated compared to mock-inoculated control sows [29]. The fact that PRRSV-associated lesions were found at the placental attachment sites of all 3 groups (UNINF, INF, and MEC) of fetuses from infected gilts in this study may indicate that the majority of expression changes associated with lesion development precede the onset of observable meconium-staining. Also, the potential contribution of PRRSV replication within the fetus to fetal pathology is discussed in a later section.

### Comparison of UNINF v CON thymus transcriptome

Although no viral RNA was detected in the thymus of any of the UNINF fetuses by RT-qPCR, subtle differences in the thymus transcriptome of UNINF compared to CON fetuses were evident. 

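No gene passed edgeR's quasi-likelihood test between UNINF and CON thymus, and 0 of 35 list scores differed at an adjusted p under 0.05. NPPA (ENSSSCG00000003430), an atrial peptide hormone on chromosome 6 of Sscrofa10.2 from 65830302 to 65830859, had 5.02 ± 12.7 CPM in UNINF and 0.623 ± 0.217 CPM in CON (log2 fold change 3.02, SE 0.613, adjusted p = 0.161). It lay above the CON mean in 8 of 12 UNINF libraries, and reached 44.6 CPM in UNINF 7, where the highest CON library had 1.08. The exact test gave it an adjusted p of 0.00201. Of 15 cardiac muscle genes 0 were called, and 4 were higher when adjusted over the list alone. Of 9 smooth muscle genes, 2 were higher over the list alone. In simulations with these groups, a 2-fold change was found in 88% of genes and a 4-fold change in 95%. These shares are over all genes changed there, and were not computed for genes with an SE as large as that of NPPA. From the genes in its tables and their annotated functions, the paper proposes that leukocytes were activated to a low degree in UNINF fetuses before infection.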

The biological function annotation term ‘Activation of leukocytes’ was significantly enriched for DEGs and close to being increased in UNINF fetuses (Z score of 1.967). A network of the DEGs associated with this function and their predicted effects based on their expression profile are presented in Fig. 6. 

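CLEC4G and CD209, lectin receptors of the immune system, had log2 fold changes of -1.18 (SE 0.684) and -0.74 (SE 0.444) for UNINF v CON thymus. They lay below the CON mean in 11 and 10 of 12 UNINF libraries, but these means are raised by the highest CON library. For CLEC4G, CON had 11.8 ± 31.7 CPM (highest 112) and UNINF 5.27 ± 11.5. For CD209, CON had 49.3 ± 78.3 CPM (highest 297) and UNINF 29.6 ± 19.0. MMP9, a matrix protease of neutrophils, had a log2 fold change of 0.71 (SE 0.317, 12 of 12 UNINF libraries above the CON mean), and SAA1, an acute phase protein, of 0.89 (SE 0.768, 9 of 12). The adjusted p of these 4 genes was 1 by edgeR's quasi-likelihood test, so none was called. Neither the exact test with tagwise dispersions nor DESeq2 called them.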

Several inhibitors of leukocytes were downregulated in UNINF fetal thymus, such as the lectin genes *CLEC4G* and *CD209*, whereas activating molecules were generally upregulated, including *MMP9*, *NPPA*, and *SAA1*. ‘Calcium signaling’ and ‘Agranulocyte adhesion and diapedesis’ were among the top canonical pathways enriched for DEGs for this contrast. Both pathways contain the myosin genes *MYL4*, *MYL7*, and *MYH11*. 

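MYL7, an atrial myosin light chain, had 4.23 ± 8.66 CPM in UNINF and 0.857 ± 0.402 CPM in CON (log2 fold change 2.32, SE 0.579). MYL4, also of the atria, had a log2 fold change of 0.92 (SE 0.345), which was -0.14 without UNINF 5, UNINF 6, UNINF 7 and INF 12. MYH11, the myosin of smooth muscle, had 0.90 (SE 0.319). Each had an adjusted p of 1 and was not called. They lay above the CON mean in 7, 5 and 7 of 12 UNINF libraries. The cardiac muscle score differed by 0.33 (permutation test, adjusted p = 0.76).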

No interferon-regulated genes were differentially regulated in UNINF and CON fetuses.

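Of 32 interferon-stimulated genes, 0 were higher and 0 lower in UNINF than in CON thymus by edgeR's quasi-likelihood test (0 and 0 when adjusted over the list alone), and the median log2 fold change was 0.03. The list score was -1.79 ± 0.203 (SD, n = 12) in UNINF and -1.84 ± 0.175 in CON, a difference of 0.05 (permutation test, adjusted p = 0.76). MX1 and OAS1, effectors of the interferon response, had log2 fold changes of 0.01 and 0.31.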

**Fig. 6:**
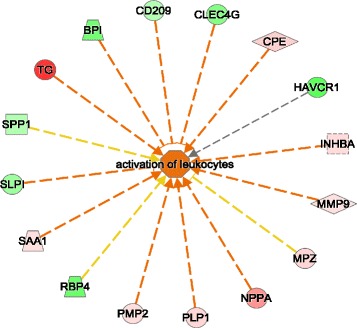
Expression of genes that function in leukocyte activation in uninfected fetuses. Expression of differentially expressed genes from the UNINF v CON contrast in fetus that are annotated with the term ‘activation of leukocytes’ in Ingenuity Pathway Analysis (IPA). Gene color indicates strength and direction of expression change: red color represents upregulation of gene expression in UNINF group; green color represents downregulation of gene expression in UNINF group. Arrow color indicates whether the observed direction of expression for that gene and its potential effect on leukocyte activation is consistent with what would be expected based on experimental evidence curated in the Ingenuity Knowledge Base. An orange line indicates that the direction of expression of that gene is consistent with activation. A yellow line indicates that the direction of expression of that gene is consistent with inhibition. A grey line indicates no known relationship. The predominance of orange arrows reflects the fact that this function exhibited a tendency to be activated by biological function analysis in IPA (Z score of 1.967)

Three WGCNA modules were identified as significantly positively correlated with UNINF fetuses for this contrast, two of which are of particular interest. The green-yellow and purple modules were enriched for pathways and functions that relate to inflammatory responses. The top canonical pathways for the green-yellow module was ‘Hepatic fibrosis’ while the top 3 pathways for the purple module were ‘Granulocyte adhesion and diapedesis, ‘Agranulocyte adhesion and diapedesis’, and ‘Atherosclerosis’. Inflammation-associated cytokine genes were also among the top upstream regulators of DEGs: *TGFB1* and *IL1B* for the green-yellow module, and *IL1B*, *TNF*, and *IL6* for the purple module.

None of the genes identified as being differentially expressed between UNINF and CON fetal thymus belonged to innate antiviral defenses activated in the presence of virus. This suggests that the UNINF fetuses were genuinely uninfected, but the presence of small amounts of virus below the detection threshold of the PCR assay cannot be formally excluded. Nevertheless, expression differences in a small number of immune genes were detected, and appeared to have functional relevance. Several pro-inflammatory signaling molecule genes were upregulated, and inhibitory genes downregulated in UNINF fetuses. Leukocyte activator genes included *NPPA*, a cytokine that can activate and induce the mobilization of polymorphonuclear leukocytes, the acute phase protein *SAA1*, and *INHBA*, a secreted protein that can activate resting macrophages [51–53]. 

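INHBA, a subunit of activin A, had 1.04 ± 0.517 CPM in UNINF and 0.534 ± 0.225 CPM in CON thymus (log2 fold change 0.98, SE 0.262), and lay above the CON mean in 10 of 12 UNINF libraries. SAA1 had 2.44 ± 1.48 and 1.36 ± 1.59 CPM, with the SD above the mean in CON. The score of 19 proinflammatory genes differed by -0.02 (permutation test, adjusted p = 0.916) and that of 11 acute phase genes by 0.13 (adjusted p = 0.736).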

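BPI, a bactericidal protein that binds lipopolysaccharide, had 4.51 ± 1.05 CPM in UNINF and 11.5 ± 14.6 CPM in CON thymus (log2 fold change -1.34, SE 0.384, 12 of 12 UNINF libraries below the CON mean). SLPI, an inhibitor of leukocyte proteases, had 54.6 ± 21.5 and 106 ± 119.9 CPM (log2 fold change -0.95, SE 0.430, 12 of 12). The CON means are raised by high libraries, up to 46.3 CPM for BPI and 349 for SLPI. The lowest CON libraries, at 3.17 and 24.8 CPM, lay near the lowest of UNINF (3.16 and 22.8). The adjusted p was 1 for both. Macrophage genes differed by -0.02 in their score (permutation test, adjusted p = 0.944) and TREM1 signaling genes by 0.05 (adjusted p = 0.76).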

Among the downregulated inhibitors are two genes that modulate the responsiveness of macrophages to microbial lipopolysaccharide, *BPI* and *SLPI*, and two inhibitory genes that encode PRRs on macrophages and dendritic cells, *CLEC4G* and *CD209* [54–57]. Some of these genes (*SAA1*, *CLEC4G*, and *CD209*) were also differentially expressed in the thymus of INF fetuses, but others were not (*SLPI*, *NPPA*, and *INHBA*) or changed expression in the opposite direction (*BPI*). This suggests that these transcriptional changes are an early indication of infection in the endometrium impacting on the fetus rather than a direct consequence of fetal infection. 

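SAA1 rose by 2.69 in INF over UNINF thymus (SE 0.737, adjusted p = 0.00807, 8 of 12 INF libraries above the UNINF mean). CLEC4G fell by 2.18 (SE 0.740, adjusted p = 0.0326), and NPPA by 2.46 (SE 0.590, adjusted p = 0.00233). Without UNINF 5, UNINF 6, UNINF 7 and INF 12, CLEC4G had an adjusted p of 0.373, and the log2 fold change of NPPA was 0.33 (adjusted p = 0.515). CD209 (-0.61, SE 0.446, adjusted p = 0.358) and INHBA (-0.38, SE 0.253, adjusted p = 0.301) were not called. Nor were SLPI (0.93, SE 0.430, adjusted p = 0.123) and BPI (0.98, SE 0.382, adjusted p = 0.0628), while the exact test gave BPI an adjusted p of 0.0426.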

Whether this low-level activation of the innate immune system in UNINF fetuses is detrimental or beneficial to survival is unclear. It could be that these changes represent the first signs of a hypoxic response to placental injury, as inflammation and hypoxia are closely linked processes [58]. On the other hand, variation in the extent to which UNINF fetuses are ‘primed’ for infection *in utero* could influence its response to a subsequent challenge, in combination with other genetic and environmental factors.

### Comparison of INF v UNINF thymus transcriptome

In contrast to the endometrium, the response to infection in fetal thymus was predominantly innate in nature with a smaller accompanying adaptive response. 

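Innate response genes rose in INF over UNINF thymus. All 32 of 32 interferon-stimulated genes were higher in INF by edgeR's quasi-likelihood test (32 when adjusted over the list alone), with a median log2 fold change of 3.97. Proinflammatory genes had 13 of 19 higher (14 over the list alone), pattern recognition genes 10 of 17 (12), complement genes 11 of 18 (11) and neutrophil granule genes 15 of 21 (18). Genes of red cell precursors, another cell type, rose with them (10 of 14 higher, 11 over the list alone). Of 28 T cell receptor genes, 1 was higher, CTLA4, a brake on T cell activation (log2 fold change 0.84, SE 0.205, adjusted p = 0.00261). B and plasma cell genes had 4 of 19 higher (6 over the list alone) and cytotoxic genes 8 of 13 (8).

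The interferon score was 1.59 ± 1.39 (SD, n = 12) in INF and -1.79 ± 0.203 in UNINF, a difference of 3.38 (permutation test, adjusted p = 0.000262, 11 of 12 INF libraries above the UNINF mean). The exception was INF 3. The score of proinflammatory genes differed by 0.81 (adjusted p = 0.000262), that of TREM1 signaling by 0.68 (adjusted p = 0.000262), that of cytotoxic genes by 0.78 (adjusted p = 0.00245), that of B and plasma cell genes by 0.40 (adjusted p = 0.0152) and that of T cell genes by 0.07 (adjusted p = 0.76). For neutrophil granule genes the difference was 1.02 (adjusted p = 0.0418, 8 of 12), and without UNINF 5, UNINF 6, UNINF 7 and INF 12 it was 1.14 (adjusted p = 0.059). With scores from medians it was 1.02 (adjusted p = 0.0629), and with the replicate block the adjusted p was 0.0564.

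IRG6 (ENSSSCG00000008648), the antiviral enzyme viperin on chromosome 3 of Sscrofa10.2 from 137667912 to 137683557, had 470.1 ± 451 CPM in INF and 7.21 ± 2.51 CPM in UNINF (log2 fold change 6.02, SE 0.502, adjusted p = 6.94e-13, 12 of 12 INF libraries above the UNINF mean). From enriched functions such as movement of phagocytes, the paper concludes that the response of fetal thymus was mainly innate, with a smaller adaptive response beside it.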

The most significant biological functions predicted to be activated in INF compared to UNINF fetuses included ‘Inflammatory response’, ‘Cell movement of phagocytes’, ‘Activation of phagocytes’, and ‘Antimicrobial response’. The functions and attributes ‘Quantity of T lymphocytes’, ‘Activation of T lymphocytes’ and ‘Priming of T lymphocytes’ were also significant and activated in INF fetuses, but outside the top 100 terms.

The two most significant canonical pathways for the INF v UNINF contrast were ‘Hepatic fibrosis’ and ‘Altered T and B cell signaling in rheumatoid arthritis’, both of which represent inflammatory disease states. 

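CCL2, which attracts monocytes, rose by 2.24 (SE 0.334, adjusted p = 1.53e-06) in INF over UNINF thymus, and the chemokine receptor CCR5 by 1.81 (SE 0.241, adjusted p = 1.18e-07). CXCL9, an attractant of activated T cells, had 107 ± 89.0 CPM in INF and 12.6 ± 5.02 CPM in UNINF (log2 fold change 3.08, SE 0.368, adjusted p = 1e-08). IL1A, an alarmin cytokine, rose by 0.80 (SE 0.270, adjusted p = 0.0312, 8 of 12 INF libraries above the UNINF mean) and TNF by 0.67 (SE 0.205, adjusted p = 0.0176, 10 of 12). Without UNINF 5, UNINF 6, UNINF 7 and INF 12, the adjusted p of TNF was 0.0769. IL1B had a log2 fold change of 0.83 (SE 0.342, adjusted p = 0.0816) and was not called. Other cytokines of the proinflammatory list that rose were LIF (3.06, adjusted p = 1.04e-05) and IL27 (2.31, adjusted p = 1.04e-05).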

Upregulated genes that map to one or both of these pathways include pro-inflammatory chemokines and their receptors (*CCL2*, *CXCL9*, and *CCR5*) and pro-inflammatory cytokines (*TNF*, *IL1B*, *IL1A*). 

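IL10, a cytokine that limits inflammation, had 2.10 ± 1.05 CPM in INF and 0.894 ± 0.265 CPM in UNINF thymus (log2 fold change 1.21, SE 0.316, adjusted p = 0.00533, 12 of 12 INF libraries above the UNINF mean). Its receptor subunit IL10RA rose by 0.61 (SE 0.211, adjusted p = 0.0367, 9 of 12), with an adjusted p of 0.0657 without UNINF 5, UNINF 6, UNINF 7 and INF 12.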

The anti-inflammatory cytokine gene *IL10* and its receptor *IL10RA* were also upregulated in INF thymus, and map to these pathways. 

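C4A (ENSSSCG00000001427), a component of the classical complement pathway on chromosome 7 of Sscrofa10.2 from 27729058 to 27744181, had 341 ± 272 CPM in INF and 38.3 ± 12.7 CPM in UNINF thymus (log2 fold change 3.16, SE 0.352, adjusted p = 1.84e-09). C1R, the protease that opens that pathway, rose by 2.39 (SE 0.269, adjusted p = 2.17e-09), C2 by 2.14 (SE 0.274, adjusted p = 4.69e-08), and the inhibitor SERPING1 by 1.91 (SE 0.234, adjusted p = 1.53e-08). The complement score differed by 0.98 (permutation test, adjusted p = 0.000262, 11 of 12 INF libraries above the UNINF mean). Acute phase genes had 6 of 11 higher (7 when adjusted over the list alone; score difference 0.82, adjusted p = 0.00136). HP, which encodes haptoglobin, rose by 2.27 (SE 0.349, adjusted p = 2.86e-06) and SAA4 by 2.20 (SE 0.389, adjusted p = 3.97e-05). RBP4 had a log2 fold change of 1.15 (SE 0.461, adjusted p = 0.0719) and was not called; its adjusted p was 0.043 by the exact test and 0.0414 by DESeq2.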

Other significant innate inflammatory pathways with upregulated genes included ‘Complement System’, particularly genes encoding components of the classical pathway (*C1R*, *C4A*, *C2*), and ‘Acute Phase Response Signaling’ (*SAA1*, *SAA4*, *HP*, *RBP4*). The pathway ‘Role of pattern recognition receptors (PRRs) in recognition of bacteria and viruses’ was significant due to a variety of upregulated PRRs that included *TLR2*, *TLR3*, *TLR5*, *TLRs7-9*, and *NOD1*. 

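TLR3, a receptor for double-stranded RNA, rose by 2.01 (SE 0.289, adjusted p = 6.42e-07) in INF over UNINF thymus. TLR2, TLR5 and NOD1, which sense bacterial products, rose by 0.93 (adjusted p = 0.00462), 0.89 (1.62e-05) and 1.06 (0.00118) by edgeR's quasi-likelihood test. TLR9, a DNA receptor, rose by 0.88 (adjusted p = 0.0426), or 0.97 with an adjusted p of 0.0609 without UNINF 5, UNINF 6, UNINF 7 and INF 12. TLR7 (log2 fold change 0.75, SE 0.302, adjusted p = 0.0752) and TLR8 (log2 fold change 0.72, SE 0.311, adjusted p = 0.0972) were not called; without INF 3 the adjusted p of TLR7 was 0.0444. The RNA sensors RIGI and IFIH1 rose by 4.71 (adjusted p = 3.03e-12) and 2.99 (adjusted p = 4.11e-12), and the DNA sensors CGAS and STING1 by 1.41 and 1.27. The list score differed by 0.98 (permutation test, adjusted p = 0.000262, 11 of 12 INF libraries above the UNINF mean).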

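MX1 had 3329 ± 2528 CPM in INF and 152 ± 25.7 CPM in UNINF thymus (SE of the log2 fold change 0.350, adjusted p = 1.21e-13, 11 of 12 INF libraries above the UNINF mean). IFIT1, which binds viral RNA, rose by 4.78 (SE 0.401, adjusted p = 6.94e-13), and OAS1 rose too (SE 0.410, adjusted p = 4.95e-11). ISG15 had 1334 ± 1400.3 and 24.5 ± 7.24 CPM (log2 fold change 5.76, SE 0.512, adjusted p = 3.56e-12), and OASL, a relative of OAS1, rose by 5.55 (SE 0.400, adjusted p = 1.83e-14). HERC5, MX2, IFIT2 and XAF1 had log2 fold changes of 5.30, 4.94, 4.89 and 4.31.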

The ‘Interferon signaling pathway’ contained several of the most upregulated genes in this contrast, including *IFIT1*, *MX1*, and *OAS1*. 

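All 14 of 14 class I presentation genes were higher in INF than in UNINF thymus (14 when adjusted over the list alone), with a score difference of 1.16 (permutation test, adjusted p = 0.000262). Class II genes had 7 of 10 higher (7 over the list alone; score difference 0.63, adjusted p = 0.00035). The gene models of B2M, the light chain of class I molecules, rose by 1.19 and 1.43 (adjusted p = 3.04e-09 and 2.3e-10). SLA-5 rose by 1.42 (adjusted p = 0.00132) and SLA-6 by 0.84 (adjusted p = 0.000199). TAP2, a peptide transporter, rose by 1.46 (SE 0.405, adjusted p = 0.00862), or 0.86 with an adjusted p of 0.158 without UNINF 5, UNINF 6, UNINF 7 and INF 12. Among class II genes, SLA-DMB, SLA-DRA1 and SLA-DMA rose by 0.88 (adjusted p = 1.4e-05), 0.72 (5.48e-05) and 0.69 (7.05e-05). SLA-DOB rose by 1.06 (adjusted p = 0.0295, and 0.0636 without those 4 libraries). CIITA, the regulator of class II genes, rose by 0.62 (adjusted p = 0.00649), and by 0.50 without INF 12, under the fold-change limit.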

The ‘Antigen Presentation Pathway’ was also significant, with genes involved in both class I (*TAP1*, *TAP2*, *SLA-5*, *SLA-6*, *B2M*) and class II (*SLA-DOB*, *SLA-DRA1*, *SLA-DMA*, *SLA-DMB*, *CIITA*) presentation pathways upregulated in INF thymus. Finally, the ‘Death Receptor Signaling’ pathway was activated in INF thymus. 

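TNFSF10, a ligand that triggers cell death (named as in the paper's tables), had 507 ± 364 CPM in INF and 75.7 ± 9.67 CPM in UNINF thymus (log2 fold change 2.74, SE 0.261, adjusted p = 2.02e-11). FAS, a death receptor, rose by 1.10 (SE 0.170, adjusted p = 2.97e-06) and CASP1, the protease that matures interleukin 1, by 2.06 (SE 0.308, adjusted p = 1.53e-06). CASP10 rose by 0.65 (SE 0.161, adjusted p = 0.00299) and TIPARP by 0.66 (SE 0.121, adjusted p = 7.57e-05); without INF 12 both were 0.58, under the fold-change limit. Of 12 death receptor genes 6 were higher (6 when adjusted over the list alone), with a score difference of 0.76 (permutation test, adjusted p = 0.000262, 11 of 12 INF libraries above the UNINF mean).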

Several pro-apoptotic genes (*FAS*, *TNFSF10*, *CASP1*, *CASP10*, *TIPARP*) belonging to this pathway and were upregulated in INF thymus. The upstream regulator analysis for this contrast identified IFN-α, IFN-γ, TNF- α, and IL1-β as being activated.

Ten WGCNA module expression profiles were significantly correlated with the INF group. The brown module for this contrast was highly positively correlated (*r* = 0.84) with INF fetuses. It was enriched for genes in the ‘Interferon signaling’, ‘Antigen Presentation’, and ‘T helper cell differentiation pathway’. Nodal, regulator genes with high intramodular connectivity that are good candidates for driving this expression included the NK and T cell chemokine *CXCL10* and the transcription factor *STAT1*. 

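CXCL10 (ENSSSCG00000008977) lies on chromosome 8 of Sscrofa10.2 from 75829904 to 75882217. It had 1117 ± 756 CPM in INF and 65.7 ± 20.4 CPM in UNINF thymus (SE of the log2 fold change 0.355, adjusted p = 1.67e-12, 11 of 12 INF libraries above the UNINF mean). STAT1, which carries signals from interferon receptors, rose by 2.19 (SE 0.223, adjusted p = 1.22e-10). Genes of the interferon gamma type had 14 of 15 members higher (14 when adjusted over the list alone; score difference 1.74, permutation test, adjusted p = 0.000262), with CXCL11 (3.99) and the transcription factor BATF2 (3.90) next to CXCL10.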

The blue module, also positively correlated with INF, contains many of the inflammation-associated DEGs. 

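ACVRL1, a receptor of the activin family, rose by 0.74 (SE 0.254, adjusted p = 0.0351, 9 of 12 INF libraries above the UNINF mean) in INF over UNINF thymus. FGFR2, a fibroblast growth factor receptor, had a log2 fold change of 0.52 (SE 0.188, adjusted p = 0.0454), under the fold-change limit. TNFRSF21, also called death receptor 6, had a log2 fold change of 0.46 (SE 0.200, adjusted p = 0.0988). FGFR2 and TNFRSF21 were not called.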

Nodal genes in this network include the cytokine and growth factor receptors *ACVRL1*, *FGFR2*, and *TNFRSF21*. Two of the most significant modules were negatively correlated with the INF group. The turquoise module was enriched for genes in the ‘Cell cycle’ and ‘DNA damage checkpoint’ pathways, and the salmon module contained genes that function in the translation and processing of RNA. 

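Cell cycle genes had 7 of 22 lower in INF than in UNINF thymus (8 when adjusted over the list alone) and 21 below 0. The list score differed by -0.63 (permutation test, adjusted p = 0.013, 9 of 12 INF libraries below the UNINF mean). The replication factor CDC6 fell by 0.66 (SE 0.204, adjusted p = 0.0189), the replication clamp PCNA by 0.62 (SE 0.175, adjusted p = 0.0101), and CDK1 and MCM4 by 0.59 (adjusted p = 0.0192) and 0.59 (adjusted p = 0.0135). Of 13 genes of translation and RNA processing, 0 were called and 13 lay below 0. Translation scores differed by -0.19 (adjusted p = 0.022), and by -0.18 (adjusted p = 0.0777) without UNINF 5, UNINF 6, UNINF 7 and INF 12.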

Inhibition of cell proliferation and inhibition of mRNA translation are downstream effects of interferon signaling.

Many of the DEGs in INF thymus map to canonical pathways or are annotated to biological processes carried out by macrophages and dendritic cells. Both cell types are naturally present in the thymus, where they may participate in antigen presentation to thymocytes or engulfment of apoptotic, deleted thymocytes [59, 60], and both cell types are permissive to PRRSV infection, which may explain why the thymus is a primary site of viral replication in the fetus. Several of the most upregulated chemokine genes act on monocytes/macrophages or are produced by activated macrophages, including *CCL2*, *CXCL9*, and *CXCL10*, which probably indicates that additional macrophages migrated to the infected thymus following infection. 

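Macrophage genes had 9 of 19 members higher in INF than in UNINF thymus (11 when adjusted over the list alone), with a score difference of 0.77 (permutation test, adjusted p = 0.00239, 12 of 12 INF libraries above the UNINF mean). SIGLEC1, an adhesion receptor of macrophages, rose by 3.29 (SE 0.414, adjusted p = 3.57e-08). FCGR1A, a high-affinity antibody receptor, rose by 2.51 (SE 0.290, adjusted p = 4.02e-09) and CD86, a co-stimulator on antigen presenting cells, by 1.29 (SE 0.168, adjusted p = 7.22e-08). CD163, a macrophage receptor for PRRSV, was not matched by name to a gene model, and many of the models counted carry no symbol.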

INF fetuses appear to mount a significant innate immune response against the virus in thymus. 

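Scores of 16 of 35 lists were higher in INF than in UNINF thymus and 2 were lower, at an adjusted p under 0.05. Neutrophil granule genes included MPO (log2 fold change 2.18, SE 0.494, adjusted p = 0.00128), LCN2 (2.86, SE 0.467, adjusted p = 9.3e-06) and PRTN3 (2.19, SE 0.491, adjusted p = 0.00113), which encode granule proteins that act on bacteria. Of 25 TREM1 signaling genes 14 were higher (17 when adjusted over the list alone). Of 10 hypoxia genes 3 were higher, ADM (1.19, adjusted p = 0.00175), VEGFA (0.62, adjusted p = 0.0268) and ANKRD37 (0.60, adjusted p = 0.000364). Without INF 12, VEGFA had an adjusted p of 0.0736 and ANKRD37 a log2 fold change of 0.49, under the fold-change limit.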

Genes downstream of type-I interferon signaling are heavily upregulated, and pro-inflammatory signaling through PRRs and cytokines, the complement pathway, acute phase response signaling, and antigen presentation are all activated in response to PRRSV infection. A number of these genes map to regions of the genome that are associated with fetal resistance to PRRSV, and could help to identify causative single nucleotide polymorphisms (SNPs) [61]. This is the first detailed study of the fetal response to PRRSV infection at the transcriptomic level, although a previous study did find an upregulation of the pro-inflammatory cytokines genes for IFN-γ and TNF-α, which is in agreement with our analyses [16].

Another immunosuppressive strategy of the virus is to promote the host expression of the cytokine IL-10 [62]. Both *IL10* and its receptor *IL10RA* were upregulated in INF thymus, but the majority of upregulated genes were pro-inflammatory in nature, which would be predicted to tip the overall signaling balance towards immune activation rather than suppression.

The predominance of innate antiviral and inflammatory response genes amongst the thymus DEG set contrasts with the mainly adaptive nature of the immune response observed in the endometrium. 

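The contrasts of the tissues were compared by an interaction test over 15734 genes and all 96 libraries. In the paper's measures, UNINF endometrium held viral RNA in part of the samples and UNINF thymus none. INF v UNINF therefore does not mark the same step of infection in both tissues. For INF v UNINF, 710 genes had log2 fold changes that differed between thymus and endometrium (adjusted p under 0.05), of which 529 were higher in thymus and 181 in endometrium. By limma voom these numbers were 455, 298 and 157, and 996, 528 and 468 when voom also took the libraries of 1 fetus as correlated (replicate block). Of 32 interferon-stimulated genes 28 had the higher fold change in thymus, with a median difference of 2.26, as did 8 of 18 complement genes, 8 of 26 TREM1 signaling genes and 7 of 12 death receptor genes. ISG12(A) differed by 3.52 (SE 0.294, adjusted p = 3.65e-16), TNFSF10 by 2.43 (adjusted p = 1.22e-09) and C1R by 2.20 (adjusted p = 7.15e-08). The T cell receptor list had 0 of 28 genes that differed. The paper reasons that innate responses come before adaptive ones, and proposes that infection had lasted a shorter time in the fetus than in the gilt.

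**Figure D2:**
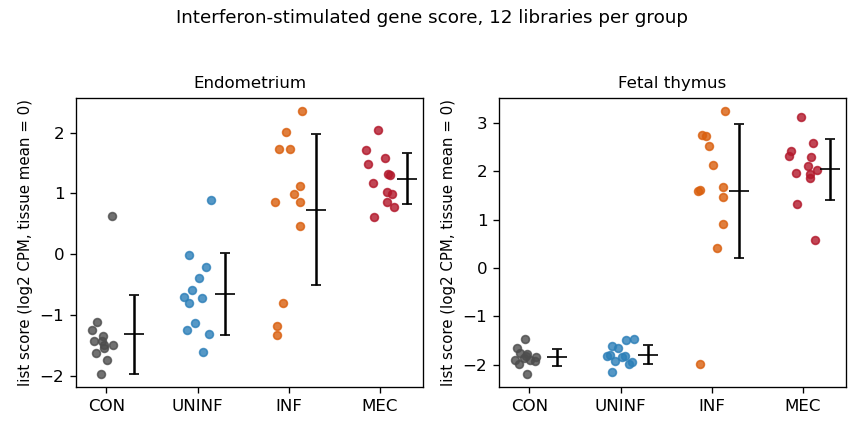
Score of interferon-stimulated genes (y axis, mean log2 CPM of the list with the tissue mean at 0) by group (x axis) in endometrium and in fetal thymus. Points are libraries, 12 per group, and bars are the mean ± SD; INF 3 in thymus lies at -1.99, with the CON libraries.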

Given that innate and inflammatory responses precede adaptive responses, the most likely explanation is that the duration of infection in fetuses is shorter than in the gilt. Previous studies that adopted similar inoculation and necropsy time-points in relation to gestational day found that only a small percentage (<5 %) of live fetuses produced detectable antibodies to PRRSV [16, 29]. However, Rowland did observe germinal centers in the lymph nodes of infected fetuses, indicating that the start of an adaptive response to infection was underway in those fetuses [16]. In the present study, a general upregulation of antigen presentation genes was observed in the expression profile of INF thymus.

### Comparison of MEC v INF thymus transcriptome

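Proinflammatory and cytotoxic genes had higher scores in MEC than in INF thymus. Of 19 proinflammatory genes 6 were higher in MEC by edgeR's quasi-likelihood test (9 when adjusted over the list alone). Their score was 0.764 ± 0.486 (SD, n = 12) in MEC and 0.277 ± 0.301 in INF, a difference of 0.49 (permutation test, adjusted p = 0.0277, 10 of 12 MEC libraries above the INF mean). The adjusted p of this score was 0.0614 with the replicate block, under which 0 genes were called for MEC v INF. Cytotoxic and NK cell genes had 7 of 13 higher (7 over the list alone), with scores of 1.08 ± 0.468 and 0.153 ± 0.576 (difference 0.92, adjusted p = 0.00323, 11 of 12). TREM1 signaling genes had 6 of 25 higher (14 over the list alone) and a score difference of 0.59 (adjusted p = 0.0461, 10 of 12), with an adjusted p of 0.0885 without INF 3, 0.082 without UNINF 5, UNINF 6, UNINF 7 and INF 12, and 0.0865 with scores from medians. B and plasma cell genes had 2 of 19 higher and 1, BLK, lower (3 and 1 over the list alone). Their score differed by 0.34 (adjusted p = 0.0421; 0.0549 with the replicate block), or by 0.30 (adjusted p = 0.0776) without INF 3 and 0.32 (adjusted p = 0.0778) without those 4 libraries. The cytotoxic score had an adjusted p of 0.0206 with the replicate block.

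GZMB (ENSSSCG00000001978, named as in the paper's tables) lies on chromosome 7 of Sscrofa10.2 from 79831197 to 79834605. It had 22.9 ± 10.6 CPM in MEC and 4.03 ± 3.65 CPM in INF (log2 fold change 2.51, SE 0.348, adjusted p = 5.34e-05, 11 of 12 MEC libraries above the INF mean). From genes and pathways of this kind, the paper concludes that inflammation was higher in MEC than in INF thymus, and reasons that such inflammation can damage host tissue.

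**Figure D3:**
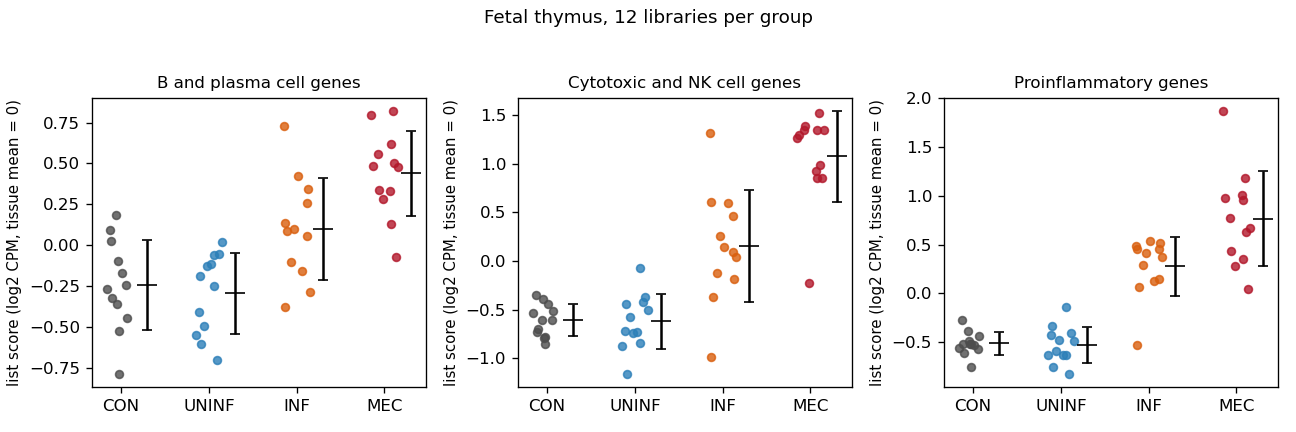
Scores of B and plasma cell genes, cytotoxic and NK cell genes, and proinflammatory genes in fetal thymus (y axis, mean log2 CPM of the list with the tissue mean at 0) by group (x axis). Points are libraries, 12 per group, and bars are the mean ± SD; the cytotoxic score has a mean of 1.08 in MEC and 0.153 in INF.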

The expression profile of MEC fetuses featured a further upregulation of pro-inflammatory gene expression compared to the INF group. Inflammation was the most significant biological function term, and was increased in MEC fetuses. Just under half (49.4 %) of DEGs in this contrast were also differentially expressed in INF v UNINF fetuses, with the majority of them being upregulated in INF v UNINF, and then further upregulated in MEC v INF. 

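Of the DEGs of MEC v INF in thymus, 42.1% were DEGs of INF v UNINF too. Among these, 146 had the same direction in both contrasts (142 higher and 4 lower), where independent lists of that size would share 23.9 in the same direction. Another 9 had opposite directions. GZMB, CCL2 (an attractant of monocytes) and MPO (a neutrophil enzyme) were higher in both. The contrasts share the INF libraries, so the 12 INF libraries were also divided at random into 2 sets of 6, 1 for each contrast. Over 20 divisions, the median number shared in the same direction was 12 (0 to 885), of 54 and 950 DEGs, where independent lists would share 1.68. Without INF 3, 52 genes were shared in the same direction, and without UNINF 5, UNINF 6, UNINF 7 and INF 12 the number was 78. MEC v INF had 0 DEGs to share with the replicate block.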

The top six canonical pathways all related to inflammation/inflammatory disorders: ‘Hepatic fibrosis’, ‘Granulocyte adhesion and diapedesis’, Agranulocyte adhesion and diapedesis’, ‘Role of macrophages, fibroblasts, and endothelial cells in rheumatoid arthritis’, ‘Atherosclerosis signaling’, and ‘TREM1 signaling’. Cytokines *IL1A*, *IL1B*, *CCL2*, *CCL4*, *CCL8* and *CXCL8* (*IL8*) are examples of the pro-inflammatory signaling molecule DEGs that map to these pathways. 

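CCL2 had 97.6 ± 60.2 CPM in MEC and 36.8 ± 25.3 CPM in INF thymus (log2 fold change 1.41, SE 0.319, adjusted p = 0.0142, 10 of 12 MEC libraries above the INF mean). CCL4, an attractant of macrophages and NK cells, rose by 1.32 (SE 0.231, adjusted p = 0.0017, 11 of 12) and CCL3L1 by 1.61 (SE 0.287, adjusted p = 0.00231). CCL8 rose by 0.87 (SE 0.228, adjusted p = 0.026), with an adjusted p of 0.0583 without INF 3. CXCL8, an attractant of neutrophils, rose by 0.94 (SE 0.274, adjusted p = 0.0402); its adjusted p was 0.058 without INF 12 and 0.0764 without INF 3. IL1B (log2 fold change 0.93, SE 0.331, adjusted p = 0.0778) and IL1A (log2 fold change 0.76, SE 0.264, adjusted p = 0.0695) were not called, and lay above the INF mean in 7 and 9 of 12 MEC libraries.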

Many of the top 50 upregulated genes are markers of activated neutrophils, macrophages, and NK cells. 

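Of 21 neutrophil granule genes 10 were higher in MEC than in INF thymus (18 when adjusted over the list alone). Their score differed by 1.34 (permutation test, adjusted p = 0.115, 8 of 12 MEC libraries above the INF mean). No gene at all was called from the 24 libraries of this contrast alone or with the replicate block, so none of these calls held there. CHIT1, a chitinase of macrophages, had 9.79 ± 13.8 CPM in MEC and 1.32 ± 1.65 CPM in INF (log2 fold change 2.88, SE 0.685, adjusted p = 0.0179, 8 of 12), and CHI3L1, a related protein, rose by 1.46 (SE 0.340, adjusted p = 0.016). GNLY and GZMA, of cytotoxic granules, rose by 1.72 (adjusted p = 0.0179) and 1.70 (adjusted p = 0.00132).

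The calprotectin subunits S100A9 and S100A8 rose by 1.82 (adjusted p = 0.0346) and 1.78 (adjusted p = 0.034), S100A12 by 1.81 (adjusted p = 0.0237), RETN by 1.86 (adjusted p = 0.0346) and MPO by 1.69 (adjusted p = 0.0359). Each of these 5 lost its call without INF 3, with adjusted p of 0.0712, 0.0705, 0.0523, 0.0712 and 0.072. Without INF 12, the adjusted p was 0.052 for S100A9, 0.0512 for S100A8, 0.052 for RETN and 0.0546 for MPO. LTF (1.69, adjusted p = 0.0962), CAMP (1.60, adjusted p = 0.055), CD177 (1.57, adjusted p = 0.0994), AZU1 (1.44, adjusted p = 0.0656) and CCR2 (named as in the paper's tables, 0.98, adjusted p = 0.155) were not called. The exact test gave CAMP an adjusted p of 0.0246 and AZU1 of 0.0324, and DESeq2 gave 0.0264 and 0.0367.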

Examples include both antimicrobial molecules (*AZU1*, *CAMP*, *CHIT1*, *CHI3L1*, *GZMA*, *GZMB*, *GNLY*, *LTF*, and *MPO*) and pro-inflammatory signaling molecules (*CCR2*, *CD177*, *RETN*, *S100A8*, *S100A9*, and *S100A12*). 

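Of 32 interferon-stimulated genes, 0 were higher and 0 lower in MEC than in INF thymus by edgeR's quasi-likelihood test (0 and 0 when adjusted over the list alone), with a median log2 fold change of 0.07. Their score was 2.04 ± 0.632 (SD, n = 12) in MEC, a difference of 0.45 (permutation test, adjusted p = 0.616). Across libraries of a group, the interferon score and the TREM1 score had a Pearson's r of 0.261 in INF (permutation p = 0.386, adjusted p = 0.795 over 16 relations; Spearman's rho -0.280; r -0.357 without the 2 libraries farthest from the median) and 0.0762 in MEC (p = 0.819, adjusted p = 0.85; rho -0.0280; 0.0247). In UNINF r was 0.769 (p = 0.00383, adjusted p = 0.0306; rho 0.734; 0.686 without the 2 farthest), and in CON 0.540 (p = 0.0675, adjusted p = 0.27; rho 0.441; 0.369). MX1 had a log2 fold change of -0.04 for MEC v INF.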

Interestingly, this increase in inflammatory signaling is not associated with a further increase in interferon signaling, which remains at a similar level to that observed in the INF group (Fig. 7).

**Fig. 7:**
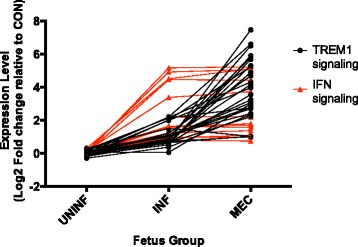
Relationship between interferon and TREM1 signaling in fetal thymus during PRRS progression. Scatter plot of mean expression values of individual genes from the interferon and TREM1 signaling pathways in Ingenuity Pathway Analysis in UNINF, INF, and MEC fetuses relative to expression in CON fetuses

WGCNA identified four modules whose expression correlated with the MEC group, of which two are of particular biological interest. The inflammation-associated genes mainly fell into the positively correlated turquoise module. The green module, one of two negatively correlated modules, was enriched for genes that map to the ‘T cell signaling’ canonical pathway and are annotated with the biological functional attribute term ‘Quantity of T lymphocytes’. They include T cell surface receptor genes *CD3D*, *CD3E*, *CD3G*, *CD4*, *CD8A*, and *CD8B*. 

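CD3E had 916 ± 219 CPM in MEC and 1100.2 ± 231 CPM in INF thymus (log2 fold change -0.26, SE 0.101, adjusted p = 0.0982), and lay below the INF mean in 10 of 12 MEC libraries. CD3D (-0.30, adjusted p = 0.0606), CD3G (-0.33, adjusted p = 0.0869), CD4 (-0.29, adjusted p = 0.299), CD8A (-0.35, adjusted p = 0.141) and CD8B (-0.44, adjusted p = 0.0948) had log2 fold changes below 0 too. None of the 6 genes was called by edgeR's quasi-likelihood test, the exact test with tagwise dispersions or DESeq2 (CD3D had an adjusted p of 0.0416 by DESeq2, under the fold-change limit). Of 28 T cell receptor genes 24 lay below 0 (median -0.29) and 0 were called (0 when adjusted over the list alone). Their score was -0.144 ± 0.311 (SD, n = 12) in MEC and 0.0780 ± 0.330 in INF, a difference of -0.22 (permutation test, adjusted p = 0.298, 11 of 12 MEC libraries below the INF mean).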

The T cell growth factor *IL2* was not in this module, but was found to be downregulated in MEC thymus.

The transcriptional profile of MEC fetal thymus points to an excessive inflammatory/innate immune response to infection with the potential to damage host tissues. 

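Genes of immature thymocytes had 3 of 11 members lower in MEC than in INF thymus (4 when adjusted over the list alone), and 11 lay below 0. Their score differed by -0.50 (permutation test, adjusted p = 0.115). PTCRA, the pre-T cell receptor alpha chain, fell by 0.85 (SE 0.256, adjusted p = 0.0437), with an adjusted p of 0.108 without INF 3 and 0.0573 without INF 12. RORC, a factor for survival of thymocytes, fell by 0.61 (SE 0.187, adjusted p = 0.0458; 0.0862 and 0.0548 without the same libraries). ARPP21 fell by 0.63 (SE 0.191, adjusted p = 0.046; 0.09 without INF 3). BLK, a kinase of B cells and thymocytes that belongs to the B cell list, fell by 0.88 (SE 0.202, adjusted p = 0.016, 12 of 12 MEC libraries below the INF mean).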

The possible reduction in T cell numbers observed in MEC fetuses could be one consequence. A previous study found that piglets born following congenital infection of PRRSV exhibited a significant depletion of cortical thymocytes in the thymus, at least in part due to higher rates of apoptosis [63]. Overall, over 1000 genes were differentially expressed in this contrast, and the majority of the most highly upregulated genes are associated with the signaling and effector functions of phagocytic cells. Many of these genes, such as pro-inflammatory signaling molecules *RETN*, *S100A8*, *S100A9*, and *S100A12*, have previously been identified by transcriptomic studies as being highly upregulated in pigs exhibiting infectious disease pathology [10, 64, 65]. This includes pigs infected by the highly pathogenic PRRSV (HP-PRRSV) variant, a strain of the virus originally identified in China that induces an excessive release of pro-inflammatory cytokines and widespread tissue damage and cell death. These dramatic changes at the transcriptional level, however, are not associated with the development of any PRRSV-associated microscopic lesions in MEC thymus tissue itself. 

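The largest increases in MEC over INF thymus after CHIT1 included IGKV-6, an immunoglobulin segment (2.83, adjusted p = 0.0179), TGM3, a transglutaminase (2.54, adjusted p = 0.00938), ACOD1, which makes itaconate in activated macrophages (2.05, adjusted p = 0.0136), and F13A1, a clotting factor of macrophages (1.86, adjusted p = 0.00771). In MEC, IGKV-6 had 7.42 ± 19.1 CPM (highest library 67.8), TGM3 16.6 ± 34.4 (123) and ACOD1 4.22 ± 8.42 (30.6). The size of these 3 increases therefore rests in large part on the highest MEC library. They lay above the INF mean in 10, 9 and 9 of 12 MEC libraries. Macrophage genes had 4 of 19 members higher (8 when adjusted over the list alone), and their score differed by 0.15 (permutation test, adjusted p = 0.811). Among them were CD14, a receptor for lipopolysaccharide (log2 fold change 1.23, SE 0.294, adjusted p = 0.0179), and MS4A7 (log2 fold change 1.63, SE 0.420, adjusted p = 0.0229); without INF 3 the adjusted p of MS4A7 was 0.0508. TLR2 rose by 1.01 (SE 0.236, adjusted p = 0.0163). Among the largest decreases, the thyroid gene TG (-10.08, adjusted p = 0.0118), CALCA (-7.66) and MUC1 (-4.00) rest on INF 12. Without it their log2 fold changes were -1.83 (adjusted p = 0.393), 0.18 and -0.37.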

The relative lack of obvious macroscopic or microscopic lesions in the thymus and other fetal tissues examined, and their relative abundance at placental attachment sites, has led most researchers to conclude that events at the maternal-fetal interface likely drive disease progression in the fetus [16, 66]. A similar distribution of lesions was also observed in our large-scale challenge model [18], and none of the fetuses in the RNA-seq subset chosen for this study had observable lesions in fetal thymus. At the molecular level though, we observed striking changes in gene expression of MEC compared to INF fetal thymus, but only minor changes in endometrial gene expression.

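By the interaction test, 96 genes had MEC v INF log2 fold changes that differed between thymus and endometrium, 66 higher in thymus and 30 higher in endometrium. These numbers were 35, 30 and 5 by limma voom, and 313, 215 and 98 by voom with the replicate block. CPM, a carboxypeptidase, differed by 1.18, IL1R2, a decoy receptor for interleukin 1, by 1.70 and F13A1 by 2.12. Of 21 neutrophil granule genes 0 differed, and of 14 cytotoxic genes 1. TG differed by -10.0, and its thymus value rests on INF 12. In simulations of the INF v UNINF interaction over 13271 genes, 84% of genes with a 2-fold difference between the tissues were found. Of those with a 4-fold difference 96% were found. The MEC v INF interaction was not simulated.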

The question of whether this thymic expression profile is primarily a consequence of virus replication in the fetus or a hypoxic response to placental injury is difficult to resolve on the basis of gene expression data alone. Inflammation and hypoxia are closely related processes that are frequently both present in pathologic lesions. Furthermore, hypoxia can either be the cause of inflammation, for example following ischemia, or a consequence of it, such as at sites of infection or in atherosclerotic plaques [58]. Hypoxia can also lead to the suppression of TCR signaling in the thymus [67]. The cellular response to hypoxia is controlled by the transcription factor HIF-1α [68]. Some features of HIF-1α activation were observed in the thymic expression profile of MEC fetuses, such as the upregulation of genes that promote angiogenesis (e.g. *ADM*, *PDGFA*, *PDGFB*) and erythropoiesis (e.g. *HBB*, *HMOX1*). However, there was no evidence of an upregulation of enzymes and transporters in the glyocolytic pathway, a key metabolic response to low oxygen availability that is activated by HIF-1α. 

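ADM, which encodes the vessel peptide adrenomedullin, had a log2 fold change of 0.85 (SE 0.273, adjusted p = 0.0553) for MEC v INF thymus and was not called, while the exact test gave an adjusted p of 0.0395 and DESeq2 0.033. PDGFA had a log2 fold change of 0.70 (SE 0.280, adjusted p = 0.111) and HBB, a globin of red cells, a log2 fold change of 1.15 (SE 0.497, adjusted p = 0.141). They lay above the INF mean in 8, 10 and 6 of 12 MEC libraries. PDGFB and HMOX1 were not matched by name to a gene model, and many of the models counted carry no symbol. Of 10 hypoxia genes, 1 was called higher (2 when adjusted over the list alone), SERPINE1, an inhibitor of fibrinolysis (log2 fold change 0.70, SE 0.209, adjusted p = 0.0433); without INF 3 its adjusted p was 0.0701, and without INF 12 0.0644. The hypoxia score differed by 0.32 (permutation test, adjusted p = 0.264, 10 of 12 MEC libraries above the INF mean). Erythroid genes had 0 of 14 called and 13 above 0 (score difference 1.00, adjusted p = 0.216).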

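Of 19 genes of glycolysis, 1 was higher in MEC than in INF thymus (2 when adjusted over the list alone) and 0 were lower. It is SLC2A3, a glucose transporter (log2 fold change 0.63, SE 0.195, adjusted p = 0.0479), with an adjusted p of 0.098 without INF 3, 0.0788 without INF 12 and 0.0523 with DESeq2 size factors. The list score differed by 0.16 (permutation test, adjusted p = 0.424, 9 of 12 MEC libraries above the INF mean). SLC2A1 and ALDOA were not matched by name to a gene model either, so no value is given for them.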

Given the small differences in endometrial compared to thymus gene expression between INF and MEC fetuses and the large amounts of viral RNA found in almost all MEC fetuses, it is likely that infection within the fetus does makes a significant contribution to disease progression and ultimately, fetal death.

## Conclusions

Contrary to our original hypothesis, the immune responses to PRRSV infection at the maternal/fetal interface and in the fetus were found to be substantially different. In the endometrium, the expression profile indicated a predominantly adaptive immune response to infection with both antibody and cell-mediated immune components. On the other hand, an innate, interferon-led response accompanied by an inflammatory response regulated by cytokines that include IFN-γ, IL-1β and TNF-α predominated in infected fetal thymus. 

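For UNINF v CON, the interaction test called 354 genes, 311 with the higher log2 fold change in endometrium and 43 in thymus. UNINF thymus was chosen by the paper to hold no viral RNA, while UNINF endometrium held it in part of the samples. This contrast therefore does not compare the responses of 2 infected tissues. All 28 T cell receptor genes tested had the higher fold change in endometrium (median difference -2.07, thymus minus endometrium), as did 10 of 14 cytotoxic genes, 7 of 19 B and plasma cell genes and 7 of 10 class II genes. CD3D differed by -2.44 (SE 0.353, adjusted p = 3.49e-06), SLAMF7 by -2.56 (adjusted p = 7.61e-07) and the light chain segment IGLV-3 by -4.95. TNNI3, a troponin of heart muscle, had the higher fold change in thymus, by 3.91.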

A difference in the duration of infection at each site is the most likely explanation for this. Two potentially significant characteristics of the endometrial expression profile of infected versus uninfected fetuses were determined, which could relate to virus transmission. The first was an increase in viral load and decreased T cell signaling; the second was a downregulation of genes controlled by the transcription factor TWIST1, known to be important for placental development and implantation. Whether TWIST1 dowregulation and lesion development precede or follows virus transmission to the placenta though cannot be determined. Finally, and again contrary to our original hypothesis, we found that fetal pathology is most likely influenced by events occurring at both the fetal attachment site and within the PRRSV-infected fetus. Thymus samples of fetuses exhibiting gross external signs of pathology (meconium-staining) exhibited an increase in the expression of cytokine and granulocyte genes previously implicated in severe inflammation associated with swine infectious disease pathology.

## Availability of supporting data

The RNA-seq data supporting the results of this article are available in the Geo database (www.ncbi.nlm.nih.gov/geo) under series identifier GSE71205.

## Additional files

Additional file 1: List of primer and probe sequences. Word (.docx) file containing a table of primer and probe sequence information for RT-qPCR assays. (DOCX 20 kb) Additional file 2: Lists of differentially expressed genes. Excel (.xlsx) file of the differentially expressed genes (DEGs) identified by the edgeR software from the six contrasts of the transcriptomic analysis. Results for each contrast are on a separate tab (6 tabs in total). (XLSX 656 kb) Additional file 3: Gene function enrichment analysis results on DEG lists. Excel (.xlsx) file of three function enrichment analyses from the IPA software: biological function (BF), canonical Pathway (CP), and upstream regulator (UR), for each of the six DEG lists (18 tabs in total). (XLSX 801 kb) Additional file 4: WGCNA module trait correlations. Excel file (.xlsx) of the modules identified for each of the six contrasts by the WGCNA software, their correlation with the traits of interest, and the statistical significance of that correlation (6 tabs in total). (XLSX 70 kb) Additional file 5: Gene significance and module membership results. Excel file (.xlsx) of the gene significance and module membership results from the WGCNA analysis for each of the six contrasts (6 tabs in total). (XLSX 1631 kb) Additional file 6: Gene function enrichment analysis results on WGCNA data. Excel (.xlsx) file of three function enrichment analyses from the IPA software: biological function (BF), canonical Pathway (CP), and upstream regulator (UR), for each of the modules from the six contrasts mentioned in the Results section (36 tabs in total). (XLSX 7834 kb) Additional file 7: Comparison of RNA-seq and RT-qPCR expression data for individual genes. Excel (.xlsx) file of log_2_ transformed fold differences, for both RNA-seq and RT-qPCR, for genes used for RT-qPCR validation of RNA-seq data from endometrium and thymus (2 tabs in total).

# Supplementary material for: Genome-wide analysis of the transcriptional response to porcine reproductive and respiratory syndrome virus infection at the maternal/fetal interface and in the fetus
**Source:** BMC Genomics. 2016 May 20;17:383. doi: 10.1186/s12864-016-2720-4
**Supplement:** Additional file 1: — List of primer and probe sequences. Word (.docx) file containing a table of primer and probe sequence information for RT-qPCR assays.

| **Gene**  **symbol** | **PCR-product**  **(bp)** | **Primer sequence** | **Probe sequence** |
| --- | --- | --- | --- |
| *CASP1* | 98 | 1088F: CCTGTGGCCTGGAGGAAAT  1169R: TCGGCAGTGGGCATCTG | 1114T: ATCTGCCAGCTCAAATGAAAATCGAACCTT |
| *CCL2* | 93 | 190F: GCGGCTGATGAGCTACAGAAG  263R: CCGCGATGGTCTTGAAGATC | 213T : TCACCAGCAGCAAGTGTCCTAAAGAAGCA |
| *CD3D* | 115 | 147F: AGGAACAGAAGGAGAACTACTTTCAGA  239R: TTTGGCGCATTGCACTTATATAA | 186T: CCTGGGAAAACGCATCCTGGATCC |
| *CD8B* | 107 | 408F: GGCTGAGTGTGGTTGATGTCTTT  490R: TGGTAATCGGCATATTTTCTTCTTG | 432T: CCACCACTGCCCAGCCCACC |
| *CXCL10* | 104 | 174F: TTGAAATGATTCCTGCAAGTCAA  254R: GACATCTTTTCTCCCCATTCTTTT | 198T: CTTGCCCACATGTTGAGATCATTGCCAC |
| *FBN2* | 98 | 816F: GGTATCACTGTGGATGGAAGAG  893R: CAGCGGTAACTACCACGTAAA | 841T: TCAATGAGTGTGCTTTGGATCCTGACA |
| *GBP1* | 141 | 57F: TCAAACCCTCCCGTGAAACA  179R: CACTGTGGTTCGGGCATGT | 141 rev T: CCCGGGTCTCATTGAGAGTTCTTTCCTCT |
| *GZMA* | 144 | 279F: GGAGCTCACTCGATAACCAAGAAA  396R: GCTTTAGAAGTTTAAGGTCACCCTCAT | 341T: TCCTTATCCATGCTTTGACCAGGACACAC |
| *IGJ* | 106 | 217F: TGTAAGTGTGCCCGGATTACTTC  297R: TCTGATGTTTCTCTCCACAATGTCTT | 241T: AGGATCATCCGCTCTGCTGAAGACCC |
| *ISG20* | 169 | 159F: GGGCGAGATCACTGACTACAG  306R: GAAGTCGTGCTTCAGGTCATGA | 273 rev T: CTTGCCTTTCAGGAGCTGCAGGATCTC |
| *ITIH4* | 89 | 675F: CCCAGAGCAGCAGGAAACA  741R: GACTGTCCGGTTCACATCATAGC | 696T: CCTGGATGGCAACTTCATCGTCCG |
| *MPO* | 125 | 18F: TGGAGGGTAGTGCTGGAAGGT  118R: ATCTCATCTACCACGATTTGGTTCT | 52T: TCCTCCGGGGCCTCATGGC |
| *MX1* | 107 | 1838F: CAGCACCTGATTGCCTACCA  1924R: GGTCCGGAGGATGAAGAACTG | 1871T: AAGCGCATCTCCAGCCACATCCCT |
| *OAS1* | 110 | 330F: GCGCCGAGGAGAATTCATC  416R: TGGACCTCAAACGTCACTTTAAAC | 385 rev T: CTCTTTGACAGGCTTCCAGCTGTCTCC |
| *PAMR1* | 87 | 220F: GTGTCGGGAGTGTTGTGAATA  286R: CTGCAGCAAGGGATGGTATAA | 259T: CTGCCCTGGAAAGAAGGAAGTGGT |
| *TNFSF10* | 130 | 277F: TGTGAGAAAGATGATTTTGAGAACCT  380R: CTCTCTGTGGACCTTTTTCTCTTTCTA | 326T: TCAGAAAAGCAACAAGGCATTCCTCACCT |
| *RPL32* | 118 | 90F: TGGAAGAGACGTTGTGAGCAA  183R: CGGAAGTTTCTGGTACACAATGTAA | 126T: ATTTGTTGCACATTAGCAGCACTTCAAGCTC |

How the deposited data were processed for this re-analysis (not part of the article)

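RNA from endometrium with adherent placenta and from fetal thymus was sequenced from 12 fetuses in each of 4 groups, 96 libraries in all. CON fetuses came from control gilts. UNINF, INF and MEC fetuses came from gilts inoculated with PRRSV at gestation day 85 and sampled 21 days later. Group and replicate number of each library were taken from the sample labels of the deposit.

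The authors sequenced paired-end reads of 100 bases, filtered them with CASAVA 1.8, aligned them with TopHat 1.4.0 at default settings to Sscrofa10.2 and counted read pairs on Ensembl gene models with htseq-count from HTSeq 0.5.3. The deposited files hold whole-number counts with no normalization, for 25322 gene models per library and 5 lines of reads that were not counted on a gene. These lines were kept out of all sums. A median of 20.3% of read pairs (14.5 to 28.5%) lay on no gene, 2.88% were ambiguous and 14.1% (10.5 to 15.9%) were not aligned to a single place. Counts on genes had medians of 16985337 in CON, 16295197 in UNINF, 16539588 in INF and 17423423 in MEC endometrium (10855487 to 23779932 over the tissue), and of 14660228, 16429719.5, 14852032 and 16565358 in thymus (8703396 to 22154778). The 10 genes with the most counts took a median of 25.4% of counts in endometrium and 5.62% in thymus. At these depths 1 CPM is about 9 to 24 counts.

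Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0 and vegan 2.7.1. Genes with more than 1 CPM in at least 12 of the 48 libraries of a tissue were kept, libraries were scaled by TMM, and all libraries of a tissue were fitted together with 1 coefficient per group. The contrasts MEC v INF, INF v UNINF and UNINF v CON were tested with glmQLFit (robust) and glmQLFTest, where the paper used an exact test. A DEG has a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Its SE is the log2 fold change divided by the square root of the F statistic. CPM values are given as mean ± SD over libraries. The difference of a contrast between tissues was tested as an interaction in a fit of all 96 libraries, over 15734 genes with more than 1 CPM in at least 12 of them, at an adjusted p under 0.05.

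Gene lists covered interferon-stimulated genes, genes of the interferon gamma type, T cell receptor, cytotoxic and NK cell, B and plasma cell, class I and class II presentation, proinflammatory, neutrophil granule, TREM1 signaling, macrophage, complement, acute phase, pattern recognition, death receptor, cell cycle, translation and RNA processing, matrix, glycolysis, hypoxia and reference genes. Further lists covered cells or tissues that a dissected sample can hold: erythroid, immature thymocyte, thymic epithelium, thyroid follicle, C cell and parathyroid, cardiac, skeletal and smooth muscle, adipose, lymph node stroma, mesothelium, trophoblast, uterine gland and sex-linked genes. Members were counted at the DEG thresholds and again with p adjusted over the list alone. List scores used log2 CPM with a prior count of 2 and 100000 resamples, for which 1e-05 is the smallest p. Relations between scores were computed within groups with 100000 permutations, adjusted over 16 relations.

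Genes named in the text are, per contrast, the 10 with the largest increase and the 10 with the largest decrease among DEGs with a symbol and a mean of at least 1 CPM in the higher group, every gene the paper names for that contrast, and of each list the members past the thresholds with the 4 smallest p. Values in Additional files 2 and 7 had been seen when this rule was written. TG, CALCA, NPPA, RAG1, DNTT, CD1E, USP9Y, AHSP and the genes of the interaction test given by name outside this rule were chosen after their values were seen. Gene models carry Ensembl identifiers. Symbols came from a table of names for 11804 of them and from the paper's tables for 673 more. Where the names differed (167 models), the text gives 1 of the 2 names, and marks the paper's name for some models only.

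Samples were placed by plotMDS with the 500 genes of largest SD, and groupings were tested with adonis2, for which 0.0001 is the smallest p. RT-qPCR values of Additional file 7 were regressed on the RNA-seq log2 fold changes by least squares. Shared DEGs of INF v UNINF and MEC v INF were set beside the number that independent lists give, beside 20 simulations of unchanged groups that share the INF libraries, and beside 20 random divisions of the INF libraries between the contrasts. Libraries with the same replicate number were taken as pairs only for INF v UNINF in endometrium, where residual log2 CPM of same-number libraries had a correlation over 0.1 in 12 of 12 pairs. The other contrasts had 2 to 11 such pairs. The paper states that UNINF, INF and MEC fetuses were blocked for gilt, but neither it nor the labels say that a number marks a gilt, so fetuses of MEC and INF may share gilts that the fit without the block leaves out.

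Alternatives set beforehand were the exact test with tagwise dispersions, the DESeq2 Wald test, DESeq2 size factors, no low-count filter, a filter at 5 CPM, a fit of the 24 libraries of a contrast alone, the adjusted p without a fold-change limit, a fold change over 2, a fit without robust estimation, the replicate number as a block, 1 surrogate variable, medians in place of means and a prior count of 0.5 in list scores, and 1000 genes or all genes in the clustering. Chosen after seeing the data were the exact test with 1 common dispersion, each library left out in turn, and fits without CON 12, UNINF 11 or INF 12 in endometrium and without INF 3, INF 12 or UNINF 5, UNINF 6, UNINF 7 and INF 12 in thymus. A count was taken as unchanged within 1.5 times of the reported one. A change of sign of a value not past its threshold counted as a reversal where it exceeded the SE.

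The tests were checked on simulated data with the means and dispersions of each contrast, in which 200 genes changed. Each contrast was also refitted for 100 divisions of its 24 libraries. No reads were realigned. Viral load, histology, module and pathway results of the paper were left out, since they rest on data or software output outside the deposited counts, as were tests against those of the paper's additional files that could be read only in part.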

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

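The tests of endometrium CON 12, voom without the block, the T cell difference within pairs and the separate tests of the higher and the lower genes of UNINF v CON thymus were chosen only after the result was seen.

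The contrasts differed between the tissues by the interaction test. For UNINF v CON 354 genes had log2 fold changes that differed between thymus and endometrium, for INF v UNINF 710 and for MEC v INF 96 (adjusted p under 0.05). With DESeq2 size factors these numbers were 356, 721 and 93, with the filter at 5 CPM they were 336, 726 and 85, and with a difference over the log2 of 1.5 as well they were 330, 510 and 79. A test by limma voom gave 213, 455 and 35, and voom with the replicate block, which takes the libraries of 1 fetus as correlated, gave 357, 996 and 313, so the counts depend on the test and on the block. For INF v UNINF voom gave 298 genes higher in thymus and 157 in endometrium, and 528 and 468 with the block.

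Single libraries held transcripts at levels that control libraries did not reach, or held a transcript of the Y chromosome that the other tissue of the same label had at a low level. TG, the thyroid hormone precursor, had 21600 CPM in thymus INF 12 (2.06% of its counts) and 4698 CPM in thymus UNINF 5, where the highest CON library had 57.3. CALCA, the gene of calcitonin, had 3948 CPM in thymus INF 12, 0.758 in UNINF 5 and at most 2.02 in CON. NPPA of the heart had 44.58 CPM in thymus UNINF 7. RAG1, which rearranges receptor genes in thymocytes, had 19.27 CPM in endometrium UNINF 11 and at most 1.30 in endometrium of CON. USP9Y, a gene of the Y chromosome, had 19.65 CPM in endometrium CON 12 and 119.2 CPM in thymus INF 12, while the other tissue of the same labels had 0.162 and 0.580. It was above 5 CPM in both tissues of 20 fetuses and in neither tissue of 25. It was above 5 CPM in 1 tissue alone of 1 more label, INF 4, at 9.25 CPM in thymus and 0.480 in endometrium, and no explanation of INF 4 was tested. An exchange of the endometrium libraries of CON 12 and INF 12, which the levels of USP9Y alone would allow, is argued against by the first MDS dimension of endometrium INF 12, 0.153, outside the range of the other CON libraries (-1.59 to -1.06). No other explanation of INF 12 was tested.

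Endometrium CON 12 lay with the libraries of inoculated gilts, with a T cell score of 0.599 where the other CON libraries reached -0.752. The paper detected no virus and no lesions in samples of CON fetuses, and all 12 CON points of its Fig. 1b lie apart from the other groups, which goes with the label and not with the deposited library at 0.798 on the first dimension; virus and lesions were not measured in the library itself, and the count of 864 DEGs that the paper gives is met with this library included (1 common dispersion). For a response to PRRSV in the fetus labelled CON 12, USP9Y was the test. It was at 0.1623 CPM in thymus CON 12, while the endometrium library held that transcript. This goes against the 2 libraries being of 1 fetus. It does not tell which of the 2 has the wrong label, so it cannot decide on a response in the endometrium sampled. A swap with 1 library of another endometrium group is argued against by the lowest first MDS dimension among the 36 other libraries, -0.4311, above the range of the other CON libraries (-1.59 to -1.06). What stays open is that the endometrium library, with 19.65 CPM of USP9Y, or the thymus library is of another fetus. The endometrium library may hold RNA of MEC 12, its closest library (r 0.993 over log2 CPM; pair dispersion ratio 2.75, the smallest of 1128 pairs, with a median of 13.55), whose endometrium had 17.21 CPM of USP9Y.

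The T cell score lay lower in INF than in UNINF endometrium on average, by -0.33 (adjusted p = 0.502, and 0.441 within pairs of the same number), and thymus tissue in UNINF 11 is a candidate explanation. Within pairs INF was lower in 6 of 12 and higher in the other 6, so a decrease shared by the pairs was not found. Its immature thymocyte score was 3.32, and the highest of the other endometrium libraries was 1.66 (8 of the 11 genes of this list passed the filter in endometrium). Of its abundant genes, CD1E had 27.7 CPM and DNTT 7.28 CPM in UNINF 11, and CON libraries at most 2.15 and 1.23. Without UNINF 11 the T cell score difference was 49.29% of the full one (bootstrap 95% interval -395 to 484.7%), and without 1 other library it was 76.2 to 130.7%. Within pairs, 55.3% was left without pair 11 (-335 to 302%). Thymus tissue, a lower T cell response to infection and no difference cannot be told apart, because both intervals span them.

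With 1 common dispersion for all genes, the exact test called 121 genes for UNINF v CON thymus, and thyroid and heart tissue in UNINF 5, UNINF 6 and UNINF 7 is a candidate source. Without these libraries 93.18% of the 44 lower genes were still called (41 of them). Tissue added to UNINF libraries would mainly raise genes, so this does not decide on mixed tissue for the lower genes. Other tissue in CON libraries was not tested. Of the 77 higher genes 25.97% were still called (20 of them), so these tissues may account for a part of the higher ones, and TG and NPPA are their abundant genes. Over all 121 genes 50.41% were still called, 49.59% in the same direction (1 gene had turned), against 76.9 to 87.6% (median 81.8%) without 3 other UNINF libraries in 20 random sets. An effect of inoculation of the gilt on the other genes stays open and was not tested further.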

How the results depend on the processing

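The settings with 1 common dispersion, voom without the block, and those that leave out libraries, were chosen only after the result was seen; the others were set beforehand.

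Direction and side of the threshold held for most results. Under the settings set beforehand, 1161 of the log2 fold changes of named genes, 801 of the list scores and 50 of the DEG counts kept both or stayed within 1.5 times, while 146 log2 fold changes and 19 scores were no longer past the threshold, 17 and 7 passed it newly, and 4 and 1 reversed. The slopes against RT-qPCR and the shares of the clustering test kept theirs under each setting run. Under the settings added later, 1005 log2 fold changes and 321 scores kept theirs, 114 and 13 no longer passed, 50 and 8 passed newly, and 10 and 3 reversed. For the values that follow the cause was not tested, except that fewer genes or libraries enter by construction where the filter, the threshold or the libraries changed.

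DEG counts moved by more than 1.5 times as follows. At an adjusted p under 0.05 alone, UNINF v CON in endometrium gave 811, and INF v UNINF and MEC v INF in thymus 2733 and 723. With a fold change over 2 these were 246, 585 and 132. With the filter at 5 CPM, UNINF v CON in endometrium gave 235. The exact test with tagwise dispersions gave 81 for INF v UNINF in endometrium and 1 for UNINF v CON in thymus, where DESeq2 gave 1 and no filter 7. From the 24 libraries of the contrast alone, INF v UNINF in endometrium gave 4 and MEC v INF in thymus 0. With the replicate block, UNINF v CON in endometrium gave 217, the paired contrast INF v UNINF in endometrium 13 and MEC v INF in thymus 0. For MEC v INF in endometrium, each setting set beforehand gave 0. With the exact test and 1 common dispersion, MEC v INF, INF v UNINF and UNINF v CON in endometrium gave 101, 252 and 864, and thymus 121 and 1053 for UNINF v CON and MEC v INF, with 440 genes shared in the same direction and 20 of the RT-qPCR tests in endometrium called. Without UNINF 5, UNINF 6, UNINF 7 and INF 12, MEC v INF in thymus gave 222, and 78 genes were shared in the same direction. That number was 52 without INF 3 and 12 with the INF libraries divided between the contrasts.

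With 1 library left out at a time, UNINF v CON in endometrium gave 319 (without CON 10) to 681 (without CON 12), INF v UNINF 34 (INF 9) to 84 (UNINF 10) and MEC v INF 0 to 0. In thymus, UNINF v CON gave 0 to 2 (UNINF 9), INF v UNINF 1076 (INF 4) to 1633 (INF 3) and MEC v INF 109 (MEC 3) to 989 (MEC 10).

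Numbers of lists with a changed score and the scores themselves moved in fewer cases. For UNINF v CON in endometrium, where CON and UNINF fetuses come from different gilts, 14 lists became 7 with the replicate block (adjusted p of 0.05 for interferon gamma type, 0.104 for class I presentation, 0.097 for macrophage, 0.05 for pattern recognition, 0.0639 for death receptor, 0.0954 for immature thymocyte and 0.104 for uterine gland genes) and 9 without UNINF 11, and for MEC v INF in thymus 4 became 2 without INF 3 and 2 without UNINF 5, UNINF 6, UNINF 7 and INF 12. Without CON 12, the endometrium differences of interferon-stimulated genes (0.84, adjusted p = 0.0028) and of proinflammatory genes (0.37, 0.0348) for UNINF v CON passed. Neutrophil granule genes of INF v UNINF thymus no longer passed with medians (1.02, 0.0629), with the replicate block (1.02, 0.0564) and without those 4 libraries (1.14, 0.059). B and plasma cell genes of MEC v INF thymus no longer passed with the replicate block (0.34, 0.0549), without those 4 libraries (0.32, 0.0778) and without INF 3 (0.30, 0.0776), nor did proinflammatory genes with the replicate block (0.49, 0.0614). The tissue difference for MEC v INF was 313 genes by voom with the replicate block and 35 by voom without it, for INF v UNINF 455 and for UNINF v CON 213 by voom without it.

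Reversed values were small or rest on libraries with other tissues. For UNINF v CON thymus these were the scores of interferon gamma type genes with medians (-0.083), and, without UNINF 5, UNINF 6, UNINF 7 and INF 12, those of T cell genes (0.0031), thyroid follicle genes (-0.0027) and smooth muscle genes (-0.080) and the log2 fold change of MYL4 (-0.14). For INF v UNINF thymus, SLC34A2 was -0.43 by DESeq2 and -0.40 without INF 12, and without the 4 libraries ELN was 0.22 and NPPA 0.33. For MEC v INF thymus, values by DESeq2, without the 4 libraries and without INF 12 were 0.22, 0.22 and 0.22 for OCLN, 0.0386, 0.0236 and 0.0145 for ENTREP1, and 0.20, 0.19 and 0.18 for CALCA.

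Other divisions of the same 24 libraries into groups of 12, 100 drawn per contrast with the real one included, gave as many DEGs as the real groups in 2 for UNINF v CON in endometrium (436 against at most 553 in another), 1 for INF v UNINF (52 against 2) and 100 for MEC v INF (0 against 18). Of 100 divisions that part as many of the same-number pairs as the real one does, 1 gave as many for INF v UNINF in endometrium (52 against 1), 100 for MEC v INF in endometrium (0 against 5), 1 for INF v UNINF in thymus (1279 against 842) and 4 for MEC v INF in thymus (368 against 712). In thymus the numbers were 100 for UNINF v CON (0 against 2), 1 for INF v UNINF (1279 against 517) and 2 for MEC v INF (368 against 1268). INF v UNINF in both tissues, UNINF v CON in endometrium and MEC v INF in thymus each had a share under 0.05, the limit set beforehand. These shares are taken alone and not adjusted over the 6 contrasts. For INF v UNINF no other division reached the real count, so chance can be excluded at that limit. In UNINF v CON endometrium and MEC v INF thymus 1 other division in 100 exceeded it, so chance is not firmly excluded there. For MEC v INF thymus, 3 others of those that part the pairs reached it. For the other 2 contrasts the real count was 0, so each division gave at least as many and the test could not decide. The MEC v INF count in thymus is the least firm of the 4, at 0 from its 24 libraries alone and with the replicate block. A division that calls 1268 genes, several times the real count, points to a structure of the thymus samples apart from the groups.

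Depth and spread limit what was found. At these counts, simulated changes of 2-fold were found in 78 to 93% of genes and of 4-fold in 95 to 100%, with 0 to 6 false calls by the quasi-likelihood test. The simulations were set by the means and dispersions of each contrast. A division of the real MEC v INF thymus libraries called 1268 genes, so these rates may not hold for the real data. Recovery of changes under 2-fold was not simulated, and genes that did not pass the filter were not tested.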

Differences from the paper's values

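The setting with 1 common dispersion for all genes, and those without INF 3 or CON 12, were chosen only after the result was seen. Thresholds are those the paper states. Its methods name the exact test with tagwise dispersions.

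DEG counts differ for 5 of the 6 contrasts. For UNINF v CON in endometrium the paper's count is 864 and the count here 436; with the adjusted p alone, set before the data were examined, it is 811, which lies within 1.5 times of the paper's, while the other alternatives set then do not come within it. For INF v UNINF in endometrium the values are the paper's 252 and 52, for MEC v INF the paper's 101 and 0, and for UNINF v CON in thymus the paper's 121 and 0, and none of the alternatives set before the data were examined comes within 1.5 times. Exact tests with tagwise dispersions, as the methods name them, gave 501, 81, 0 and 1 for these 4 contrasts. For MEC v INF in thymus the paper's count is 1058 and the count here 368, with 723 by the adjusted p alone and no other alternative set beforehand within 1.5 times (463 by the exact test, 498 by DESeq2). In thymus for INF v UNINF, the paper's 1749 and 1279 lie within 1.5 times. In Fig. 1b of the paper all 12 CON points of endometrium lie apart from the other groups on the first dimension, where the deposited CON 12 lies at 0.798, or at 0.8293 with genes chosen for each pair of libraries.

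The totals follow. In endometrium the paper's total is 1034 and the total here 488, with 866 by the adjusted p alone within 1.5 times and none of the other alternatives set before the data were examined. In thymus the paper's total is 2318 and the total here 1492, with 1589 by the exact test, 1641 by DESeq2, 1552 with no filter, 1700 with 1 surrogate variable and 3219 by the adjusted p alone within 1.5 times, and not the others. The paper's number of DEGs in both tissues is 428 and the number here 185, with 340 by the adjusted p alone within 1.5 times, and not the others. Of the RT-qPCR tests in endometrium, the paper calls 19 by RNA-seq and 8 passed here, or 9 by the exact test with tagwise dispersions.

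With the exact test and 1 common dispersion, chosen after seeing the values, the counts are 864, 252 and 101 in endometrium and 121, 1741 and 1053 in thymus, the totals 1034, 2308 and 428, and 20 RT-qPCR tests pass in endometrium. It drops 8 of the 1618 genes of the paper's thymus INF v UNINF table that could be read and 0 of the 101, 252 and 862 genes of those for MEC v INF, INF v UNINF and UNINF v CON in endometrium and of the 121 for UNINF v CON in thymus. With the fold-change limit at the smallest log2 fold change in the paper's thymus tables, 0.5841, it gives 1749 and 1058.

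The paper named genes with a direction from these same counts, so equal directions here are no independent support. Each of these genes that was tested had that direction: 29 for UNINF v CON, 13 for INF v UNINF and 5 for MEC v INF in endometrium, and 11, 47 and 31 in thymus. Passing the thresholds here were 25, 3 and 0 of them in endometrium and 0, 41 and 14 in thymus. The tally includes genes that the paper names only as members of co-expression modules, or tested by RT-qPCR as such, and not as DEGs; those that did not pass here are not differences and are left out of what follows. The genes that follow are named as changed by the paper and did not pass here. With 1 common dispersion each of them passes.

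In endometrium for UNINF v CON these are SLA-DRB1 (0.61, adjusted p = 0.0501; 0.0253 by the exact test, 0.0248 by DESeq2, 0.0469 with DESeq2 size factors and 0.00134 without CON 12), CCL2 (1.25, 0.056; called by the exact test, DESeq2 and without CON 12), and OAS1 (0.77, 0.282). Those of INF v UNINF are STAT2 (0.63, 0.121; 0.036 by the exact test), SOCS1 (0.87, 0.277), OAS1 (1.19, 0.451), CXCL10 (2.34, 0.366), ISG20 (0.91, 0.999), ITIH4 (0.74, 0.716), CD3D (-0.74, 0.873), CD3E (-0.72, 0.893), CD8B (-0.84, 0.926) and FBN2 (-0.59, 0.999), and for MEC v INF the chemokines CCL2, CCL3L1, CCL4 and CCL8 and ITIH4 (0.62), each with an adjusted p of 1.

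In thymus for UNINF v CON they are MMP9, SAA1, INHBA, MYL4, MYL7, MYH11, CLEC4G, CD209, BPI and SLPI, each with an adjusted p of 1, and NPPA, which the exact test calls. Those of INF v UNINF are CD209 (-0.61, 0.358), BPI (0.98, 0.0628; 0.0426 by the exact test), IL1B (called with the replicate block, adjusted p = 0.0124), RBP4 (called by the exact test and DESeq2), TLR7 (called without INF 3) and TLR8. For MEC v INF they are IL1A, IL1B, LTF, CD177, CCR2, PDGFA (0.70, 0.111), HBB, CASP1 (0.83, 0.0768), AZU1, CAMP and ADM, which the exact test and DESeq2 call, and, of the RT-qPCR genes, OAS1 (0.60, 0.293), which is among the 14 thymus tests that pass with 1 common dispersion, the number that the paper gives. Against the paper, which names NPPA as not changed in INF thymus, it was called for INF v UNINF (-2.46, 0.00233; 0.3 by DESeq2 and 0.756 with the replicate block).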

Other observations

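The tests of dispersion were chosen only after the result was seen. Genes of red cell precursors rose in INF over UNINF thymus, where 10 of 14 were higher (11 when adjusted over the list alone). AHSP, a chaperone of alpha globin, rose by 3.54 (SE 0.761, adjusted p = 0.000698, 8 of 12 INF libraries above the UNINF mean), the membrane transporter SLC4A1 by 2.99 (SE 0.650, adjusted p = 0.000794, 10 of 12) and the transcription factor TAL1 by 1.85 (SE 0.286, adjusted p = 2.85e-06, 11 of 12). The list score differed by 0.80 (permutation test, adjusted p = 0.115, 8 of 12). Immunoglobulin genes rose in thymus as well: of 15 gene models with immunoglobulin names, 7 were higher for INF v UNINF (median log2 fold change 0.95) and 7 for MEC v INF (median 1.17). These models are the ones typed in the paper's table of endometrium DEGs, and immunoglobulin models outside it were not counted. The glycolysis score rose by 0.20 for INF v UNINF (adjusted p = 0.0388, 9 of 12).

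In UNINF over CON endometrium, genes of uterine glands had a higher score by 0.73 (adjusted p = 0.045, 11 of 12 UNINF libraries above the CON mean; 0.0649 without UNINF 11), with 0 of 7 genes called. Erythroid genes had a score difference of -0.37 (adjusted p = 0.045, 11 of 12 below; 0.0511 without CON 12 and 0.0649 without UNINF 11). Class I presentation genes had 3 of 14 higher and a score difference of 0.58 (adjusted p = 0.0357; 0.0581 without UNINF 11), death receptor genes 1 of 12 and 0.25 (adjusted p = 0.00374; 0.0984 with medians), and immature thymocyte genes 4 of 8 and 0.74 (adjusted p = 0.045; 0.0681 without UNINF 11). Acute phase genes differed by 0.65 (adjusted p = 0.058, and 0.0193 without CON 12). Lymph node stroma genes differed by 1.10 (adjusted p = 0.0695; 1.28 and 0.0158 without CON 12) and reference genes by -0.15 (adjusted p = 0.058; -0.17 and 0.0193 without CON 12). Cell cycle genes had 1 of 22 higher and 1 lower (score difference 0.22, adjusted p = 0.387). Scores of translation (0.04), glycolysis (0.05) and hypoxia genes (0.06) had adjusted p of 0.502, 0.387 and 0.352.

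Lists of other tissues and cells gave the following. For thymic epithelium, 2 of 11 genes were higher for INF v UNINF thymus (score difference 0.02, adjusted p = 0.944) and 1 for MEC v INF (0.44, adjusted p = 0.176). Thyroid follicle genes had 2 of 6 lower for MEC v INF thymus, where the decrease in TG rests on INF 12, and a score difference of -0.46 (adjusted p = 0.811). C cell and parathyroid genes had 2 of 2 higher for INF v UNINF, CALCA among them (score difference 1.19, adjusted p = 0.0388; 0.62 and 0.0859 without UNINF 5, UNINF 6, UNINF 7 and INF 12). Cardiac muscle genes had 3 of 15 lower for INF v UNINF (score difference -0.87, adjusted p = 0.305), smooth muscle genes 3 of 9 (-0.43, adjusted p = 0.423) and skeletal muscle genes 0 of 8 (-0.97, adjusted p = 0.553). Mesothelium genes had 1 of 2 higher (0.62, adjusted p = 0.204), adipose genes 0 of 3 (0.38, adjusted p = 0.424), genes listed for the uterine gland 2 of 6 (0.57, adjusted p = 0.102; 0.0141 with medians and 0.0251 without those 4 libraries), lymph node stroma genes 0 of 3 (0.05, adjusted p = 0.916), sex-linked genes 0 of 3 (-0.44, adjusted p = 0.903) and reference genes 0 of 5 (-0.01, adjusted p = 0.944). Of 3 adipose gene models 0 passed the filter in endometrium.

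Across the 12 libraries of a group, the neutrophil granule score and the erythroid score of thymus had a Pearson's r of 0.703 in INF (permutation p = 0.0129, adjusted p = 0.0688 over 16 relations; rho 0.762; 0.729 without the 2 libraries farthest from the median), 0.413 in MEC (p = 0.183, adjusted p = 0.488; rho 0.399; -0.0250), 0.472 in CON (p = 0.12, adjusted p = 0.384; rho 0.483; 0.344) and -0.0612 in UNINF (p = 0.85; rho -0.0140; 0.199). The interferon and T cell scores of thymus had r of -0.139 in CON (p = 0.649; rho -0.217; 0.0420), 0.124 in UNINF (p = 0.698; rho 0.119; -0.0892), 0.0675 in INF (p = 0.841; rho 0.266; 0.0958) and 0.221 in MEC (p = 0.46; rho 0.357; 0.459). In CON endometrium the same scores had r of 0.917 (p = 0.0035, adjusted p = 0.0306; rho 0.580), and 0.189 without the 2 farthest libraries. The relation thus rests on libraries far from the others, such as CON 12, and was not computed without CON 12 alone.

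A candidate explanation for the paper's DEG counts, which are above those of the tagwise and quasi-likelihood tests, is 1 common dispersion for all genes in the exact test. Of the 2954 entries of the paper's tables that could be read and tested, 100% had a log10 p within 1% of that with a common dispersion, and 0.8463% had one within 1% of that with tagwise dispersions. In simulated INF v UNINF data, the common dispersion gave 156 false calls in endometrium and 226 in thymus, the exact test with tagwise dispersions 9 and 4, DESeq2 9 and 5 and the quasi-likelihood test 6 and 3. The median tagwise dispersion was 0.357 for the genes that only the common dispersion calls for INF v UNINF endometrium and 0.0332 for all genes tested there.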
